# An integrative analysis of small molecule transcriptional responses in the human malaria parasite *Plasmodium falciparum*

**DOI:** 10.1186/s12864-015-2165-1

**Published:** 2015-12-04

**Authors:** Geoffrey H. Siwo, Roger S. Smith, Asako Tan, Katrina A. Button-Simons, Lisa A. Checkley, Michael T. Ferdig

## Abstract

**Background:**

Transcriptional responses to small molecules can provide insights into drug mode of action (MOA). The capacity of the human malaria parasite, *Plasmodium falciparum*, to respond specifically to transcriptional perturbations has been unclear based on past approaches. Here, we present the most extensive profiling to date of the parasite’s transcriptional responsiveness to thirty-one chemically and functionally diverse small molecules.

**Methods:**

We exposed two laboratory strains of the human malaria parasite *P. falciparum* to brief treatments of thirty-one chemically and functionally diverse small molecules associated with biological effects across multiple pathways based on various levels of evidence. We investigated the impact of chemical composition and MOA on gene expression similarities that arise between perturbations by various compounds. To determine the target biological pathways for each small molecule, we developed a novel framework for encoding small molecule effects on a spectra of biological processes or GO functions that are enriched in the differentially expressed genes of a given small molecule perturbation.

**Results:**

We find that small molecules associated with similar transcriptional responses contain similar chemical features, and/ or have a shared MOA. The approach also revealed complex relationships between drugs and biological pathways that are missed by most exisiting approaches. For example, the approach was able to partition small molecule responses into drug-specific effects versus non-specific effects.

**Conclusions:**

Our work provides a new framework for linking transcriptional responses to drug MOA in *P. falciparum* and can be generalized for the same purpose in other organisms.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2165-1) contains supplementary material, which is available to authorized users.

## Background

Malaria continues to take a large toll on the health and economies of some of the world’s poorest nations. Drugs remain the primary option for dealing with malaria infection although there are promising clinical trials that may pave the way for the use of vaccines against the disease [1]. In spite of enormous progress in the fight against the disease, the emergence of drug resistance to artemisinin, the only anti-malarial drug for which clinical resistance is not yet widespread, threatens to reverse the gains [2, 3]. There is an urgent need to fast-track the development of new anti-malarials. Fortunately, high-throughput and phenotypic screens have provided several potential drug leads. Through public and private efforts, nearly six million compounds have been screened leading to the identification of thousands of active compounds [4–6]. The Malaria Box, an open access “pharmacological test kit” has been made freely available to malaria researchers in an effort to spur antimalarial dug development [6]. The malaria drug development pipeline now contains over a dozen new drugs and several new combinations of approved drugs are in various stages of pre-clinical and clinical trials [7]. Approximately half of these new drugs have unknown mechanisms. An understanding of the mode of action (MOA) of these compounds would help prioritize and optimize them while also highlighting potential resistance mechanisms. This could help mitigate the high rate of failure in the drug development pipeline or rapid emergence of drug resistance. Furthermore, even compounds with no potential to be developed into useful therapeutics are valuable as tools for probing the parasite’s biology [6].

Transcriptional profiling of cells exposed to small molecules has been successfully demonstrated as useful in understanding drug MOA especially in human cell lines. For instance, the Connectivity Map (CMap) [8, 9], a database of gene expression profiles from cancer cell lines exposed to multiple drugs of known MOA has been used to successfully predict the MOA of new drugs [10, 11]. However, chemical perturbation of *P. falciparum*, which has been widely described as transcriptionally hard-wired [12–14], is thought to provoke little in the way of a specific response. For example, treatment of the parasite with lethal anti-folate drugs for up to 24 hrs did not reproducibly induce up-regulation of genes in the folate pathway or elsewhere in the genome [12]. Exposure to chloroquine (CQ) was reported to have no effect on the transcript levels of genes presumed to be involved in its MOA [13, 14]. However, in other studies, perturbation of the parasite with a polyamine synthesis inhibitor, diflouromethylornithine- DFMO [15], febrile temperatures [16], artesunate [17, 18] and an inhibitor of sphingomyelin synthase [19] were found to provoke transcriptional changes in the expected target biological pathways. These reports suggest that the reported lack of responsiveness to CQ and anti-folate drugs cannot be generalized to all perturbations. In an earlier large-scale perturbation of malaria parasites with 20 drugs [20], 59 % of genes responded transcriptionally to at least one. Some drugs, including CQ, quinine and colcichine affected fewer than 50 genes, while drugs like apicidin, trichostatin A and staurosporine affected more than 250 genes and, importantly, even for drugs that only modestly affected gene expression, the effects were highly reproducible to those in other experiments within the same study [20]. The ability of the parasite to respond in a reproducible way implies that the response is physiologically relevant and coordinated. Except for the study by Hu et al. [20], transcriptional studies in the parasite have focused on only one drug at a time, making it difficult to reach general conclusions about the parasite’s capacity to mount specific transcriptional responses [12, 13, 15]. We expand on these previous reports to investigate the extent to which transcriptional responses in *P. falciparum* can indicate precise small molecule targets and/or broader biological effects. To do this, we devised a 6 step approach that involves: i) performing perturbations with 31 chemically and functionally diverse drugs; ii) minimizing biological variation among samples by leveraging the multiplex exon array developed in our lab; iii) generating perturbations in two genetically and phenotypically distinct lab clones; iv) exposing parasites only briefly (2 hrs) to small molecules to minimize secondary effects; v) minimizing non-specific perturbation effects by normalizing transcript levels relative to all other perturbations rather than to untreated controls as is typically done, and, vi) leveraging multiple independent datasets to cross-validate that transcriptional responses reflect biologically meaningful small molecule relationships.

## Results

### Overview of the study

We compiled a set of 31 chemically and functionally diverse small molecules associated with inhibition of biological processes involving a wide range of cellular compartments: the cell membrane (cerulenin, *dl*-threo-1-phenyl-2-palmitoylamino-3-morpholino-1-propanol (PPMP), dideoxyadenosine, fenofibrate), cytoplasm (geldanamycin, methotrexate, epoxomicin, vincristine, 5-fluorouracil), nucleus (methyl methane sulfonate, olomucine, apicidin, JQ1, curcumin), digestive vacuole (chloroquine, tafenoquine, nelfinavir, E64), mitochondria (proguanil, atovaquone, z-Val-Asp-fluoromethylketone, chloramphenicol, doxycycline, rapamycin) and apicoplast (doxycycline, chloramphenicol, cerulenin, PPMP). Six compounds (artemisinin and five novel compounds- SJ194935, SJ119930, SJ140722, SJ292024 and SJ77572) lacked adequate information to be associated with any biological process or cellular compartment. Detailed information for all compounds is provided in Table 1 alongside their PubChem identification ids (CID) for retrieving their chemical structures and additional information. The association between each of the compounds and a given biological process in *P. falciparum* is supported by various levels of evidence extracted from literature sources and the BRENDA enzyme database [21]. Criteria utilized in selecting the small molecules include parasite growth inhibition (IC_50_), enzyme or functional assays, protein structures with co-crystalized compound in the protein data bank (PDB) and molecular docking simulations (Table 1).

**Table 1:**
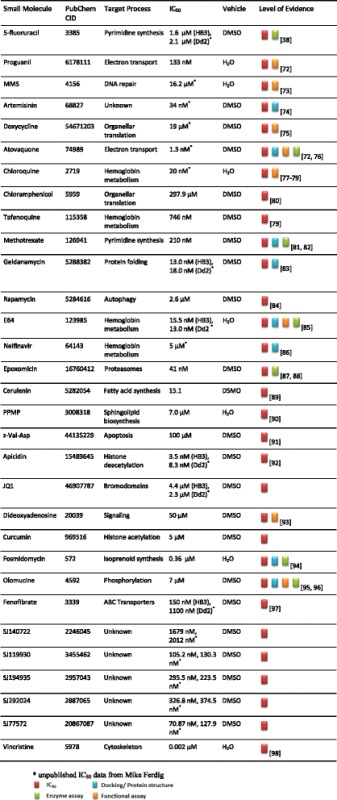
Summary of small molecule perturbations

Synchronized cultures of two laboratory clones, Dd2 and HB3, were exposed for 2 h to each compound at a single developmental stage (24 h trophozoites) at a concentration (IC_50_) obtained from literature sources or determined by our laboratory (Table 1). 

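Transcript levels were measured on a custom NimbleGen exon array with 1 dye, and 77 arrays on 8 chips are analysed here. The 66 arrays of compound-treated parasites covered 31 compounds, and 11 arrays held parasites exposed to a vehicle alone, 5 to DMSO and 6 to water. Dd2 contributed 40 arrays and HB3 contributed 37. There were 28 compounds with arrays in both clones and 3 with arrays in a single clone, and the small number of arrays limits the precision of every value. The authors normalized the arrays of each chip together by RMA and deposited a linear intensity for each of 5681 transcripts, without a value where a transcript was not detected. The median intensity of an array lay between 1582 and 1962, and between 1 and 50 transcripts per array had no value. Of the chips, 3 held a single clone and 5 held both. Of the 6 compounds with 3 or more arrays, 5-FU and chloroquine had a further Dd2 array from a later batch that does not enter the paper's response index, and the paper gives no reason for leaving it out. Its rank correlation with the earlier Dd2 array of the same compound was 0.665 for 5-FU and 0.76 for chloroquine across genes, which are not independent replicates. The later 5-FU array had 50 transcripts without a value, the most of any array, and the later chloroquine array had 21. Relative to the mean of their chip, their SD of log2 intensity was at -0.2141 and -0.1016. Lower quality of these later arrays is therefore possible and was not tested. For apicidin, epoxomicin, rapamycin and SJ194935, 5 pairs of arrays of the same compound, clone and batch had rank correlations between 0.993 and 0.999 and each was the closest array on its chip, so they were averaged and counted as 1 sample in the response index. Clone labels were checked on 20 genes that were higher in Dd2 and 16 that were higher in HB3 on the single-clone chips, by over 1 on the log2 scale between the closest arrays, and 50 of the 53 arrays on the other chips had the level of the clone on their label. The array labelled HB3 for SJ292024, the third water control labelled HB3 and the third water control labelled Dd2 had the level of the other clone. They were kept under their labels.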

Genome-wide transcript abundances were determined for each drug perturbation by microarrays.

Previous studies in *P. falciparum* noted only very subtle transcriptional responses, largely attributed to generalized stress responses [12, 13, 20]. Therefore, we undertook additional data processing steps of RMA-normalized (see Methods) signal intensity data. First, for each perturbation, we averaged the signal intensity for each gene across two distinct lab clones (Dd2 and HB3), to enhance signal-to-noise ratio as demonstrated in the CMap project [10, 22]. We further validated that averaging gene expression data across two different strains in this way strengthens the identification of drug MOA (see Additional file 1: section D). 

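For the 28 compounds with arrays in both clones, the response index of a compound in Dd2 was correlated across genes with its index in HB3. The correlation was above 0 for 12 of the 28 compounds and its mean was -0.188, against a mean of -0.133 between the Dd2 index of a compound and the HB3 index of a different compound. The difference of -0.0549 was higher than when compound names were exchanged among the HB3 arrays of the same chip, where it averaged -0.126 (permutation test, one-sided, p = 0.0458). When each array was instead divided by the mean of the arrays of its own chip and clone, the same-compound mean was 0.0917, the different-compound mean was 0.0022 and the difference no longer passed the threshold (permutation test, one-sided, p = 0.0912).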

Importantly, because the two clones have very different geographical and drug selection histories, they effectively serve as robustly independent replicates for each perturbation. 

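The response index was rebuilt from the deposited intensities by dividing each array by the mean of the gene over all arrays of the same chip, vehicle controls included, and then averaging over the clones. Built in this way, 1999 of the 2000 index values in the gene lists of the 10 compounds whose lists are held here lay within 0.1% of the paper's values. The remaining 22 sheets of that file were not used here. The arrays of the 10 compounds in the index lie on chips of a single clone. There the chip mean equals the mean of the chip and clone. The match therefore does not show which mean the paper used on chips of both clones. In the part of the normalized data table that is held, all 48079 values of 988 transcripts on 49 arrays equalled the deposited intensities within the same tolerance.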

Secondly, we computed a compound-specific response index for each gene by normalizing the gene’s average transcript level following perturbations in the two clones against its average level across all perturbations within the same experimental batch (Additional file 2) to increase signal-to-noise ratio [23]. This normalization procedure uses distinct biological replicates to help mitigate non-specific transcriptional responses associated with many perturbations as well as experimental batch effects. This approach differs significantly from previous studies [12, 13, 20] in *P. falciparum* that relied on normalization using untreated controls for single perturbations; in this case, widespread non-specific transcriptional responses can obscure perturbation-specific responses (additional evidence in support of this is in Additional file 1: section D).

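After division by the chip mean, arrays of the same chip were compared across genes. On the 5 chips that held both clones, the mean correlation was 0.318 over 136 pairs of arrays of the same clone and -0.449 over 132 pairs of different clones, of which 104 pairs were below 0. The chips differed, with a mean between -0.126 and 0.728 for the same clone and between -0.789 and -0.164 for different clones. The 3 arrays that go against their clone label were counted under their labels.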

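Both normalizations were computed on the same arrays. With each array divided by its chip mean and then by the mean of its vehicle's control arrays in the same clone, the mean correlation over the 465 pairs of compounds was 0.226 and 307 pairs, or 66.0%, were above 0. With the chip mean as the reference it was 0.0066 and 226 pairs were above 0. Ratios to a chip mean average 1 over the arrays of that chip, which by itself holds the mean correlation down. These values therefore do not rank the normalizations. Since the compounds shared their controls, unchanged compounds were simulated against the same control arrays, and over 100 simulations their mean correlation was 0.213 and 93.5% of pairs were above 0. In a limma fit on log2 intensity over all 77 arrays with chip as a term, 1511 pairs of a compound and a gene passed a Benjamini-Hochberg adjusted p of 0.05 against the vehicle, 792 higher and 719 lower, among 5672 genes tested. They belonged to 8 compounds, with 637 genes for epoxomicin, and 430 higher and 376 lower for curcumin. Over all pairs the balance turned to 527 higher and 748 lower without the lowest 25% of genes by intensity. It was 943 and 1040 after quantile normalization and 962 and 964 with the controls of both vehicles as 1 group. In the other fits with calls more pairs were higher. Epoxomicin, with 321 higher and 316 lower, turned in the same fits, and to 149 and 309 with chip and clone combined as a block. Curcumin has a single array, which had the highest median intensity of all arrays, and it is assumed to vary like the other groups, so its count has no replicate check. The balance of its genes turned without the lowest 25% of genes by intensity, to 261 higher and 390 lower, after quantile normalization, to 480 and 540, and slightly with the controls of both vehicles as 1 group, to 463 and 465. Its total was 1282 with clone as a block, 1594 with chip and clone combined as a block, 2195 with array weights and 2842 without the HB3 arrays, and between 651 and 1020 under the other alternatives. For the 23 compounds without such a gene, between 1 gene (geldanamycin) and 1280 genes (rapamycin) passed an unadjusted p of 0.05. With chip and clone combined as a block 15 compounds had calls, among them dideoxyadenosine, with 415 genes higher and 288 lower, and SJ292024, whose single array goes against its clone label, with 152 and 254. With the 3 arrays that go against their clone label left out 12 compounds had calls. The number of pairs was 8543 with array weights and 0 without the Dd2 arrays, where 1 residual degree of freedom was left. It was 802 with the second hybridization of 5 compound and clone pairs left out, where epoxomicin had 0 genes. The paper states that with untreated controls as the reference, responses common to many perturbations can hide those of a single one.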

### Global relationships in small molecule transcriptional responses relate to chemical structure

To obtain a global view of transcriptional relationships between small molecules, we computed a correlation between each pair of compounds using the genome-wide response index (Fig. 1, Additional file 1 for data). The genome-wide response index for each compound is the response index for each gene following exposure to the compound. All 31 compounds clustered into only two broad groups (Fig. 1), hereafter referred to as Class I and II. 

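Complete-linkage clustering of the 31 by 31 matrix of correlations, divided into 2 clusters, placed 30 of the 31 compounds in the class the paper gives them (permutation test of the class names, one-sided, p = 1e-05, the smallest that the permutations can give). The classes were formed from these same data, so the test is not independent of them. SJ119930, a Class I compound in the paper, fell with the Class II compounds. The number placed was lowest with HB3 left out, at 18 of 29 compounds, where the division no longer differed from chance (permutation test, one-sided, p = 0.241).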

Class I compounds are generally highly positively correlated to compounds within the class but are negatively correlated to those of Class II. Similarly, Class II compounds tend to be highly positively correlated to each other but negatively correlated to those in Class I (Fig. 1). These broad groupings have not been reported before, possibly because previous studies involved only one or two drug perturbations and the largest study to date involved 20 drugs [20].

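Among the 171 pairs of Class I compounds, 148 correlations were above 0 and the mean was 0.223. Between the classes, 197 of 228 correlations were below 0 and the mean was -0.205. The transcripts with the largest difference in mean response index between the classes included MAL7_ITS1:rRNA, at 1.18 ± 0.315 (SD, n = 19) in Class I and 0.589 ± 0.306 (SD, n = 12) in Class II, and PFL2555w, which the paper's gene lists describe as an exported PHISTa protein, at 1.23 ± 0.282 (SD, n = 19) and 0.703 ± 0.318 (SD, n = 12). PF14_0698, described there as a conserved protein of unknown function, was lower in Class I, at 0.787 ± 0.22 (SD, n = 19) against 1.31 ± 0.529 (SD, n = 12). These genes were selected for this difference, so no test is given.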

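Of the 66 pairs of Class II compounds, 47 had a correlation above 0, and the mean was 0.176. The mean over pairs within a class exceeded the mean over pairs between classes by 0.415. The difference was 0.276 with the mean of the same chip and clone as the reference. With only the HB3 arrays it was 0.372, and with only the Dd2 arrays it was 0.0274. The paper divides the compounds into its 2 classes by the clustering of these correlations.

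**Figure D1:**
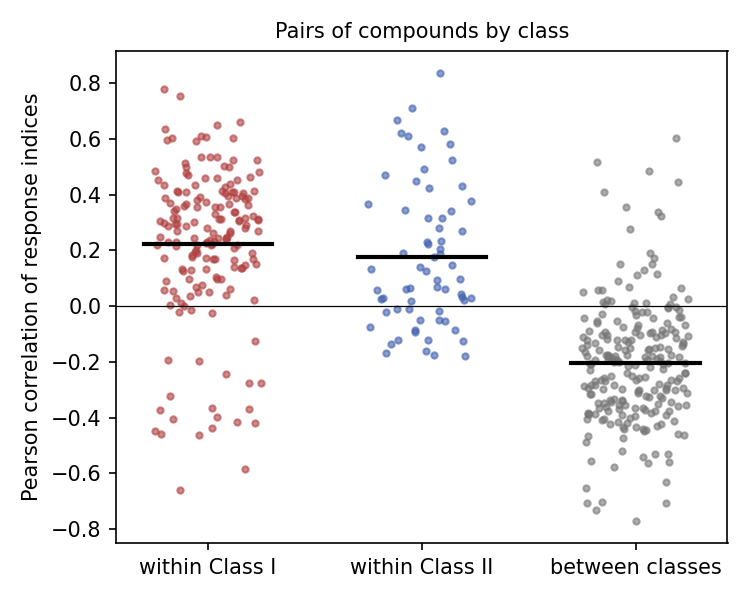
Pearson correlation of genome-wide response indices for each pair of compounds (vertical axis), by whether both compounds lie in Class I, both in Class II or one in each. Each point is a pair and each bar is the mean of its group, at 0.223, 0.176 and -0.205.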

**Fig. 1:**
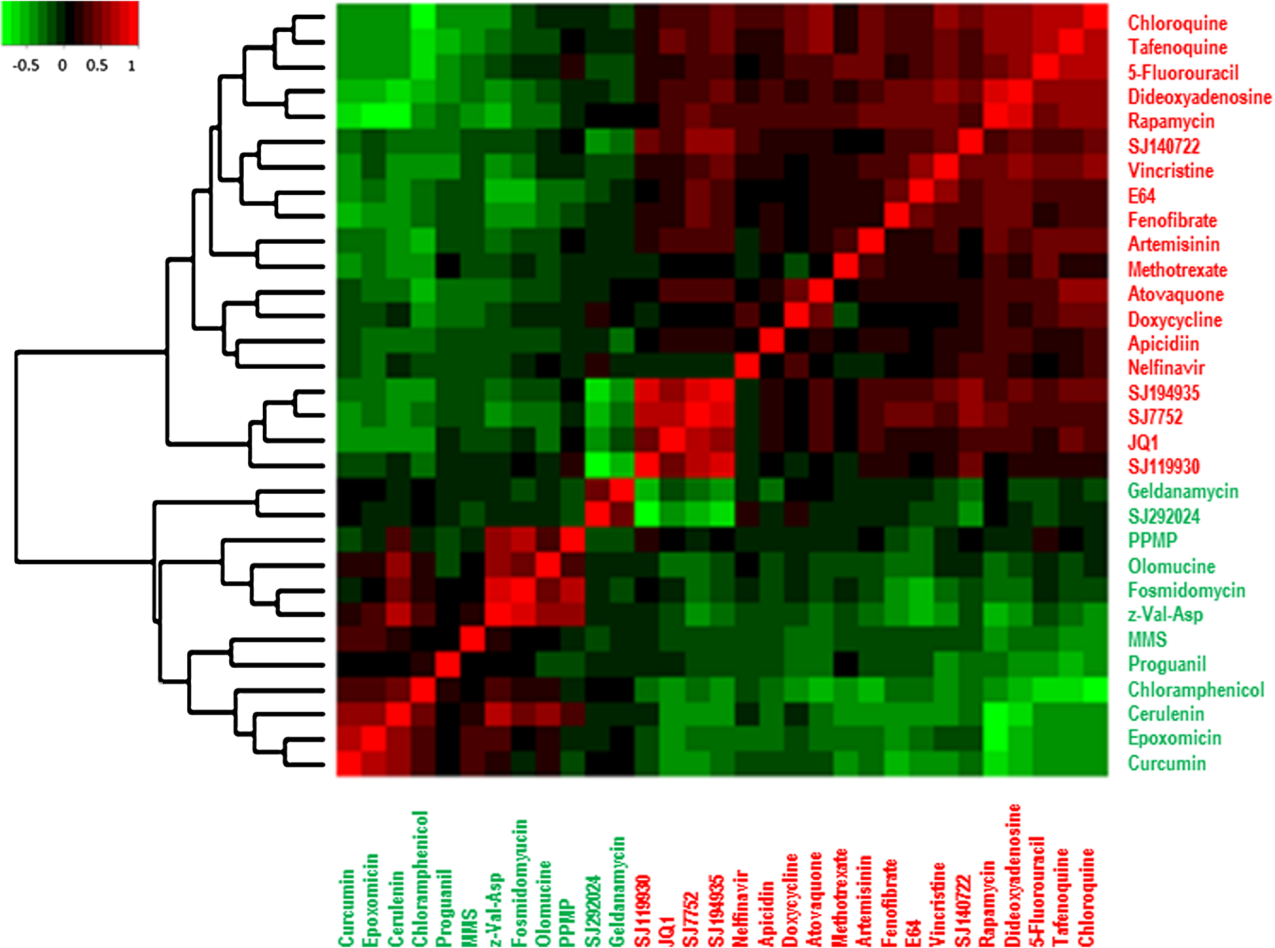
Hierarchical clustering of compounds based on their genome-wide response indices for each gene across two parasite samples. The respond index for each gene in a given perturbation is obtained as the ratio between the average transcript level of the gene following a 2 h exposure to the compound in two parasite samples and the average transcript level of the same gene across all perturbations performed in the same batch of experiments. The clustering of the compounds reveals two broad groupings (*Class I- red labels and Class II- green labels*) in which compounds within a group are positively correlated to each other but negatively correlated to compounds in a different group

The biological response of cells to small molecules is dependent on chemical structure. Small molecules with similar chemical components have similar biological effects as supported by structure activity relationships (SAR) studies and correlations between gene expression effects of drugs and their chemical structures [24–27]. To better understand the role of chemical structure on the observed dichotomy (Fig. 1), we hierarchically clustered the compounds based on their PubChem substructure fingerprints (Additional file 1: Figure S1; see Additional file 3 for the fingerprints). The PubChem substructure fingerprint clusters to some extent recapitulate the transcription profile clusters (Additional file 1: Figure S1). In particular, 8 of 9 (89 %) Class I compounds (based on transcriptional responses) also cluster together purely based on substructure fingerprints (hypergeometric test *P* = 0.04, Additional file 1: Figure S1) while 11 out 12 (92 %) Class II compounds are placed in a separate cluster based on substructure fingerprints (hypergeometric test *P* = 0.006, Additional file 1: Figure S1). Furthermore, we corroborated these observations using an independent method (multidimensional scaling, MDS) to view the pairwise distances between the compounds based on their chemical features. In the 2-dimensional MDS plot (Additional file 1: section B and Additional file 1: Figure S2), Class II compounds are enriched in a distinct quadrant of the plot (hypergeometric test *P* = 0.002, Additional file 1: Figure S2) demonstrating a strong association between their similarity in the chemical and transcriptional spaces. That is, small molecules that are chemically similar are also more likely to induce similar transcriptional responses.

Next, we investigated whether Class I and II compounds can be differentiated by the presence/absence of a particular chemical substructure using an unbiased approach. Application of the rule induction algorithm OneR [28, 29]) revealed that the PubChem fingerprint ‘≥2 any ring size 6’ is present in 15 out of 19 (79 %, hypergeometric test *P* = 0.01) Class I compounds as compared to only 4 out of 12 (33 %, hypergeometric test *P* = 0.002) Class II compounds (Fig. 2). This demonstrates that this substructure is enriched in Class I compounds and is associated with gene expression differences between Class I and Class II compounds.

**Fig. 2:**
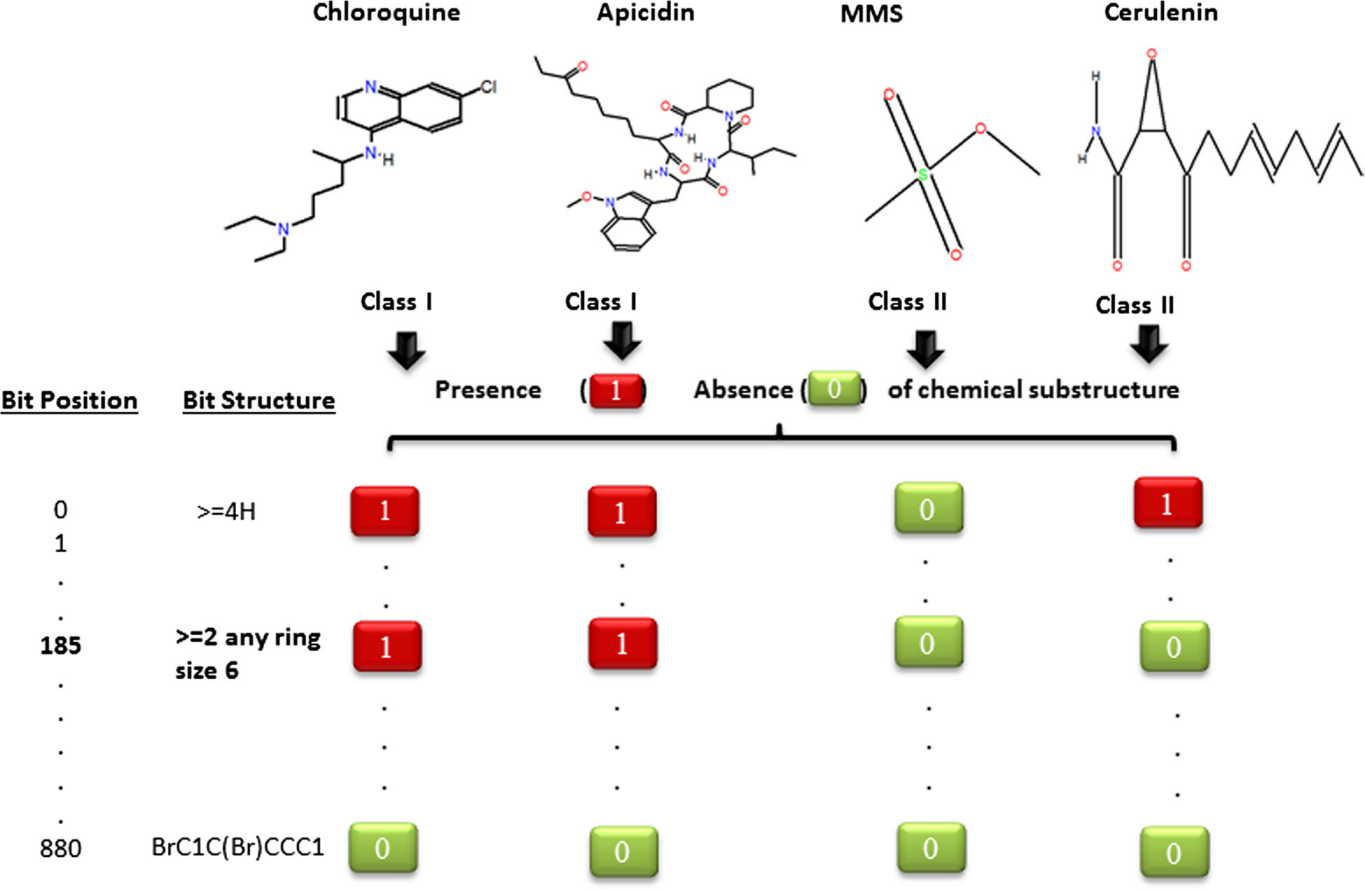
Key substructure difference between Class I and II compounds identified using the rule induction algorithm OneR. Two Class I compounds (*chloroquine and apicidin*) and two Class II compounds (*MMS and cerulenin*) are shown as an example. The substructures are numbered from 0 to 880, with the position of a given substructure referred to as its bit position. The bit structure represents a chemical element, group, ring structure or atom pairs based on the PubChem substructure fingerprints. The presence of a given substructure is encoded by 1 and the absence by a 0. Class I and II compounds are largely differentiated at bit position 185 which encodes the substructure fingerprint ‘≥2 any ring size 6’

### Drug relationships depend on both chemical structure and MOA

Correlations between small molecule transcriptional responses can arise due to two main reasons. First, small molecules that have similar chemical features are more likely to induce similar transcriptional changes [24–27]. However, not all chemically similar compounds have similar biological effects [30]. Secondly, small molecules that target the same enzyme or pathway can induce similar transcriptional changes even when their structures are unrelated [27]. To determine and quantify whether these two factors are at play in the observed small molecule relationships (Fig. 1), we performed principal component analysis (PCA) on the transcriptional correlations between the compounds (Fig. 3). We found that 65 % of the variation in correlations between the compounds is accounted for by the first dimension of variation. This dimension splits the compounds into two groups that are identical to Class I and Class II groups observed in the heat map (Fig. 1). 

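In the deposited data the first dimension held 66.8% of the variation in correlations between the 31 compounds and the second held 9.45%. In 1000 simulated sets, in which the values of each gene were exchanged among the arrays of the same chip and clone, the first dimension held between 16.1% and 18.2%. This exchange also removes the correlation between genes. In 1000 other sets, in which whole arrays, controls included, were dealt at random to the compounds within their chip and clone, it held a median of 58.1%, and in 62 sets at least as much as the 67.3% of the real data. Both simulations used the genes detected on all 77 arrays. The share was 55.2% when the intensities were averaged over clones first and then divided by the mean over the compounds of the same batch.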

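Along this dimension the Class II compounds lay between 2.03 (SJ292024) and 7.38 (cerulenin), and 18 of the 19 Class I compounds lay between -5.87 (rapamycin) and -1.12 (nelfinavir). SJ119930 lay at 7.23. SJ292024 has 1 array, labelled HB3, on which clone-specific genes had the level of Dd2. The paper states that the first dimension carries the same 2 groups as the heat map.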

Because these two compound groups can be largely differentiated using a single chemical group (Fig. 2), we hypothesize that chemical features account for a considerable proportion (65 %) of variation in the observed transcriptional responses, consistent with a dominant influence of chemical structure on functional similarity between drugs [27]. 

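Chloroquine and tafenoquine had a correlation of 0.755 between their response indices across genes, and lay at -5.15 and -5.22 on the first dimension and at 0.67 and 0.4 on the second. These values use the arrays in the paper's index. With the later Dd2 array of chloroquine included, the correlation was 0.398.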

The aminoquinolones CQ and tafenoquine (TQ) which target hemoglobin digestion and have related chemical structures are near each other in the first two dimensions of the PCA plot (Fig. 3), supporting the hypothesis that the transcriptional responses capture both chemical similarity and MOA. However, some small molecules that differ in their structure have the same MOA. For example, E64 is chemically distinct from the aminoquinolones (CQ and TQ) but affects the same pathway (hemoglobin digestion) as this class of drugs (Fig. 3). 

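The response index of E64 had a correlation of 0.381 with that of chloroquine and 0.325 with that of tafenoquine. The mean correlation with the other Class I compounds was 0.38 for chloroquine and 0.379 for tafenoquine. E64 was thus about as close to chloroquine as these compounds on average, and less close to tafenoquine. Its highest correlations were with vincristine, at 0.603, and fenofibrate, at 0.512. The mean over the 3 pairs of chloroquine, tafenoquine and E64 was 0.487, set against the 969 sets of 3 Class I compounds (exact test, one-sided, p = 0.0495). This was at the edge of the threshold, and 11 alternatives put it on the other side against 4 that did not. The pair of chloroquine and tafenoquine, at 0.755, raises this mean, so the test does not show that E64 groups with them. With the later chloroquine array included the mean was 0.300 (exact test, one-sided, p = 0.266), and with the mean of the same chip and clone as the reference E64 had a correlation of 0.0395 with chloroquine and -0.0812 with tafenoquine.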

In line with this, E64 is similar to CQ and TQ based on transcriptional effects (Fig. 3). 

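Nelfinavir had a correlation of 0.304 with chloroquine, 0.203 with tafenoquine and 0.0577 with E64. On the first dimension it lay at -1.12, the smallest distance from 0 of any compound placed with Class I.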

An exception to this is nelfinavir- another hemoglobin digestion inhibitor (Fig. 3). Because the similarity between global transcriptional changes induced by the compounds does not necessarily indicate shared MOA but is heavily dependent on their chemical structure similarities [27], in the next section we develop an approach for identifying biological pathways that can be directly linked to MOA.

**Fig. 3:**
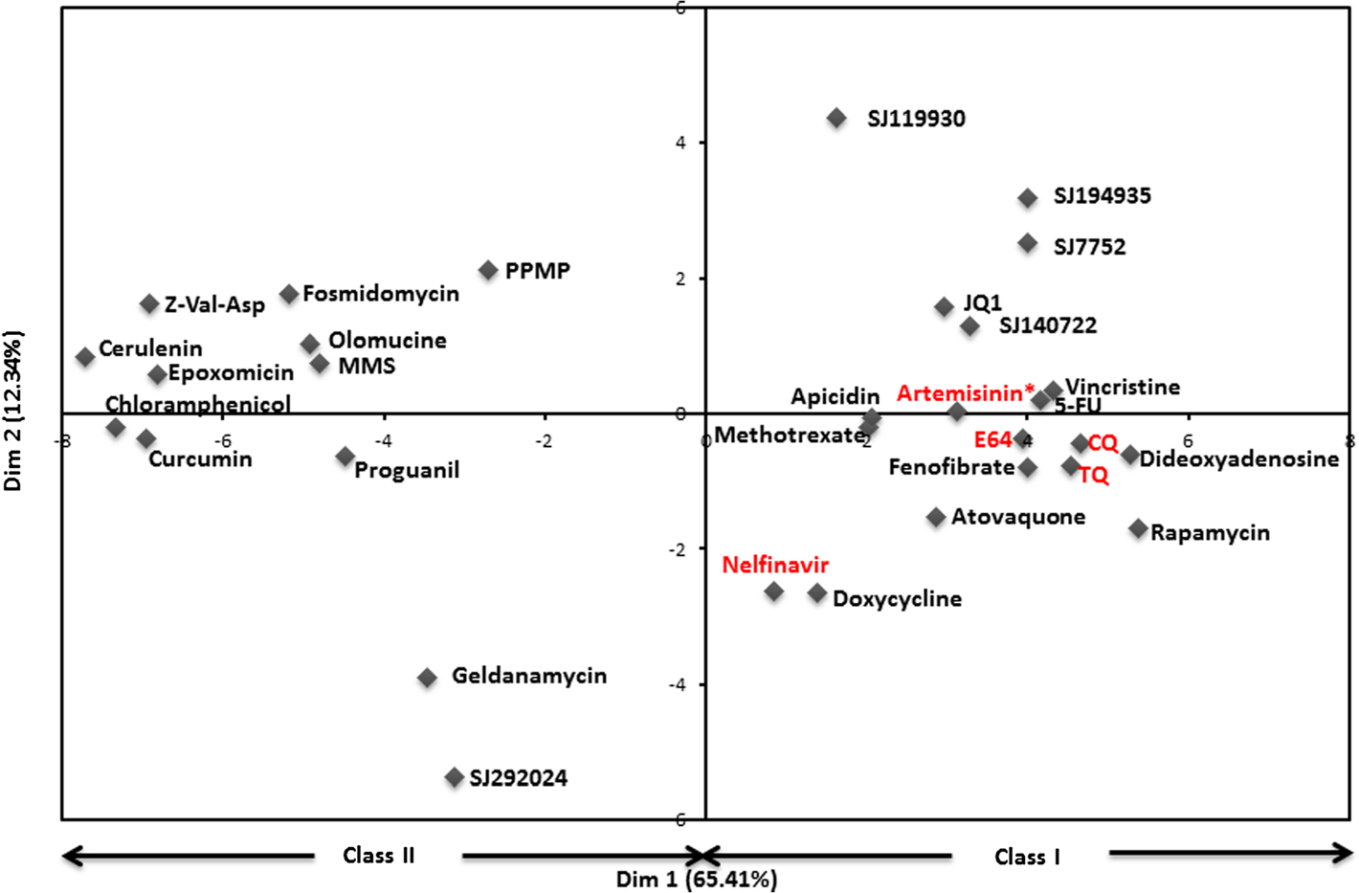
Principle component analysis (PCA) of transcriptional correlations between the small molecules. The first component of variation (Dim 1) splits the compounds into two clusters identical to those observed by hierarchical clustering of the compounds (Fig. 1). The PCA plot reveals complex drug relationships involving both chemical similarity and MOA. Compounds lacking a ring system (PPMP, olomucine, MMS, cerulenin, epoxomicin and z-Val-Asp) occupy the upper left quadrant of the plot in spite of their distinct MOAs, supporting a dominant influence of chemical structure on global small molecule relationships. An exception is E64 which occupies a position on the plot next to other hemoglobin digestion inhibitors (shown in red- CQ, TQ and E64). *Although the MOA of artemisinin is still unknown, the drug has been shown to require activation by heme released during hemoglobin digestion [56]

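On the second dimension, PPMP lay at 3.41, z-Val-Asp at 2.36, olomucine at 1.89 and cerulenin at 0.99, while epoxomicin lay at -0.04 and MMS at -0.33. The signs of the dimensions are arbitrary and were set here so that Class II lies above 0 on the first.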

### Small molecules induce transcriptional responses in expected target pathways

Although some small molecules exhibit high affinity towards specific protein targets, their biological effects are rarely limited to a single target and many have multiple targets [31–34]. Therefore, the effect of small molecules on biological systems can be represented in terms of how they affect a spectrum of biological processes - a profile of molecular effects rather than a single MOA. 

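The overlap between the clones of the 100 genes with the highest response index was counted for the 28 compounds with arrays in both. A compound shared a mean of 3.39 genes between its Dd2 and HB3 lists, with a range from 0 to 15, against 3.22 between lists of different compounds. The difference of 0.173 was larger than when compound names were exchanged among HB3 arrays of the same chip (permutation test, one-sided, p = 0.0408). For the 100 genes with the lowest index the means were 3.96 and 5.13 (permutation test, one-sided, p = 0.321). For the 10 compounds whose lists in the paper are held here, the highest and lowest 100 genes of the rebuilt index were the paper's genes, apart from 5-FU, where 99 of the 100 highest were. With the later Dd2 arrays included, the highest 100 genes shared 7 with the paper's list for 5-FU and 10 for chloroquine, and the lowest 100 shared 33 for each.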

We performed biological function enrichment analysis on the top 100 up- and down-regulated genes for each small molecule perturbation (for gene lists see Additional file 4). We then constructed a binary vector for each perturbation in which each element represents whether a given biological process is enriched or not among the top 100 genes (up/down-regulated) by the small molecule (hypergeometric test *P* < 0.05; Fig. 4a and b, Additional file 5). This transformation allows small molecules’ effects to be analyzed as a bipartite network (the small molecule-GO network) consisting of two kinds of nodes: small molecules and enriched biological processes (Fig. 4c and Additional file 6). In this network, a small molecule and a biological process are connected by an edge if perturbation by that small molecule results in differential expression of genes involved in the process (hypergeometric test *P* < 0.05). This representation gives a detailed view of relationships among small molecules than is attainable with correlations or lists of GO enrichments (Fig. 4c).

**Fig. 4:**
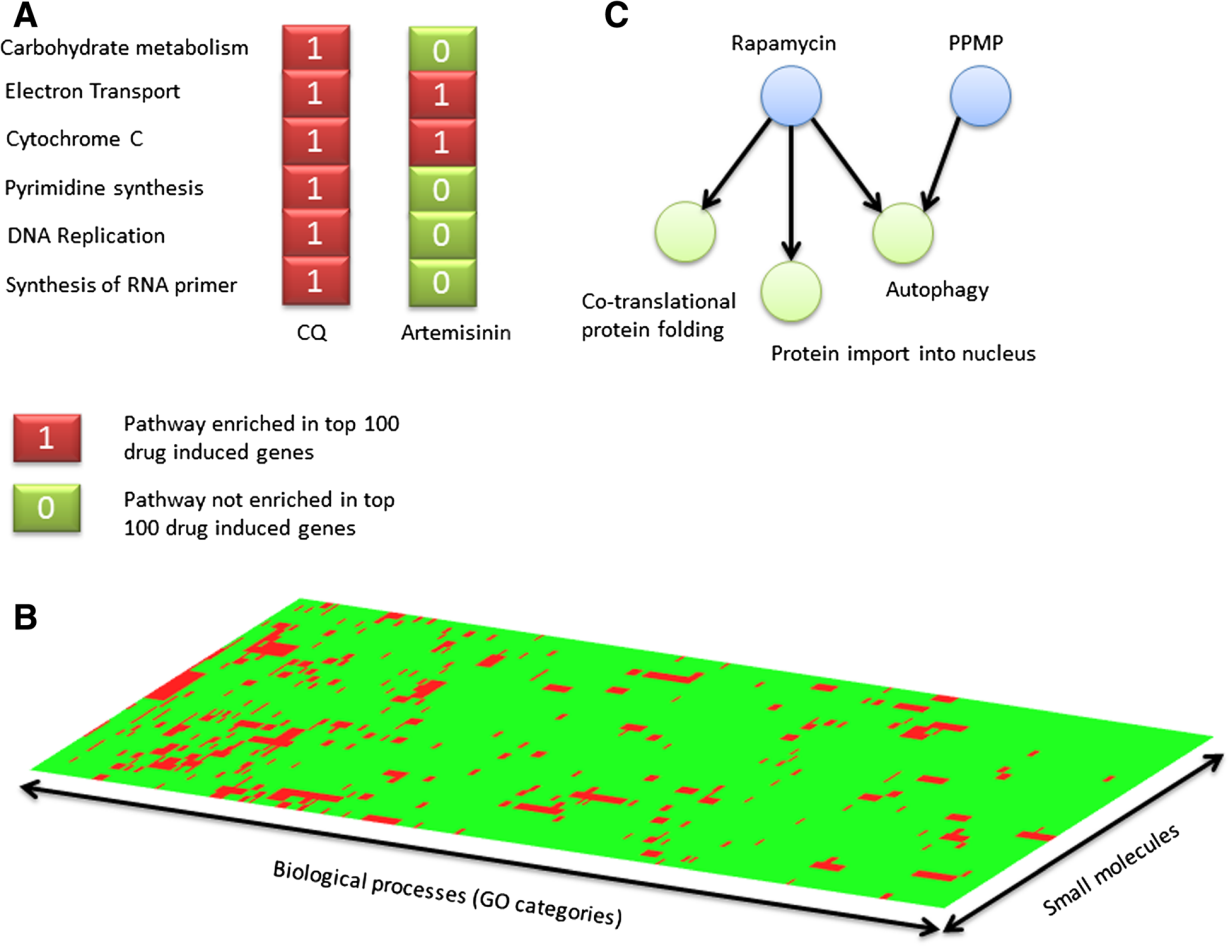
Representation of small molecule transcriptional effects as binary fingerprints in which “1” encodes an enrichment of a given biological process in the top 100 induced genes while a “0” represents lack of enrichment of a given process. **a** Two examples of partial small molecule-GO fingerprints for chloroquine and artemisnin. **b** Visualization of the small molecule–GO fingerprints for the 31 compounds as a heatmap in which the enrichment of a biological process in top 100 up-regulated genes for each compound is represented in red and the lack of enrichment by green. **c** The small molecule-GO fingerprints can be visualized in a bipartite network composed of small molecule nodes and biological process nodes. A focused view of the up-regulated small molecule-GO relationships between rapamycin and PPMP shows that both compounds are associated with autophagy but only rapamycin is associated with protein import into nucleus and co-translational protein folding

In order to understand whether small molecules can induce transcriptional responses in their expected target pathways, we examined connections between each compound and biological processes in the small molecule-GO networks (Table 2 and Additional file 1: Table S1). We considered the small molecule GO-networks of up-regulated and down-regulated biological processes separately. For 19 of 25 compounds for which an expected target pathway could be established (see evidence levels in Table 1), at least one of its connections includes the target pathway (Additional file 1: Table S1). To evaluate the statistical significance of this, we asked whether each biological process was perturbed specifically only by the small molecule (s) annotated as its inhibitor (Additional file 1: Table S1). Biological processes affected by many compounds or that are highly variable across conditions cannot be reliably associated with their inhibitors, in contrast to those that are affected by only a few compounds. For example, the GO function ‘DNA strand elongation involved in DNA replication’ was enriched only in 5-FU perturbations (100 % specificity, FDR = 0), its expected inhibitor. 

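Among the 100 genes with the highest response index under 5-FU were PF14_0366, described in the paper's lists as the DNA primase small subunit, and PF11_0117, described as replication factor C subunit 5. They are given here because of their descriptions, after their values were seen. PF14_0366 had an index of 1.14, from 1.08 in Dd2 and 1.21 in HB3, at rank 43 of 5668 genes. The index of this gene was at rank 9 of the 31 compounds under 5-FU and lay between 0.612 and 1.23 on the 11 control arrays. PF11_0117 had an index of 1.11, from 1.04 in Dd2 and 1.18 in HB3, at rank 90. On the later Dd2 array of 5-FU, which the paper's index leaves out, the indices were 0.278 and 0.551, and over all arrays they were 0.943 and 0.988. With 1 array per clone neither index is separated from the spread of the controls. The controls are single arrays, and only 4 of the 11 lie on chips of a single clone, as the 5-FU arrays in the index do. On the other chips the ratio also holds the difference between the clones, so the range may be too wide for this comparison. Against DMSO, 50 genes passed the adjusted threshold for 5-FU in limma. The number was 254 with clone as a block, 23 with chip and clone combined as a block, 25 without the lowest 25% of genes by intensity, 13 with the controls of both vehicles as 1 group, 11 without the 3 arrays that go against their clone label, 9 without the second hybridizations of other compounds, 2 with array weights and 0 without the Dd2 arrays, and it was 51 under each of the other 2 alternatives. The 2 with the largest change among those that moved the same way on each of the 3 arrays, on the log2 scale against their chip and clone, were PF10_0375, with a log2 change of 1.70 (standard error 0.38, adjusted p = 0.0241, limma), and PF10_0376, with 1.43 (standard error 0.35, adjusted p = 0.0433, limma). Their indices were 1.04 and 1.00 over the arrays in the paper's index and 4.90 and 3.19 on the later array, so these calls rest on that array. PF10_0375 no longer passed under 5 of the alternatives and PF10_0376 under 6, with log2 changes of 0.22 and 0.16 without the Dd2 arrays. Both are among the lowest 25% of genes by intensity, so they were not tested with those genes left out.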

Transcriptional responses of 8 compounds (5-FU, cerulenin, z-Val-Asp, curcumin, MMS, methotrexate, epoxomicin and E64) showed unique enrichment with their target pathways (100 % specificity, Table 2); these functions were not associated with transcriptional responses of any other compounds annotated as targeting other pathways. 72 % of small molecules with known MOA were correctly associated to their targets at a specificity threshold of 80 % (FDR = 20 %). 

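The highest and lowest 100 genes by response index under atovaquone held 0 genes whose description names a cytochrome, ubiquinol, NADH or succinate dehydrogenase, a Rieske protein or dihydroorotate dehydrogenase, and the lists of proguanil also held 0. These descriptions are not the annotation terms used for the enrichment, which were not used here. The gene with the lowest index under atovaquone was PFL2620w, a stevor, at 0.511, from 0.647 in Dd2 and 0.375 in HB3, and the highest was PFF1075w, described as a vacuolar transporter chaperone, at 1.84, from 2.56 in Dd2 and 1.12 in HB3. Of the 100 lowest genes, 46 were described as PfEMP1, rifin or stevor.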

Atovaquone- an inhibitor of the electron transport chain- resulted in down-regulation of the GO category ‘respiratory electron transport chain’ but had the lowest specificity (specificity = 61 %, Additional file 1: Table S1). This low specificity could be a consequence of the non-specific responsiveness of this pathway to unrelated chemical agents, even though only atovaquone and proguanil were expected to directly affect this pathway. The role of mitochondria in sensing stress and acting as a gateway to cell death or survival under various perturbations may also account for this [35, 36]. We provide the specificity of each small molecule association to its expected target pathway in Additional file 1: Table S1 to allow a contextual assessment of the false positive rate for each prediction in this study.

**Table 2:**
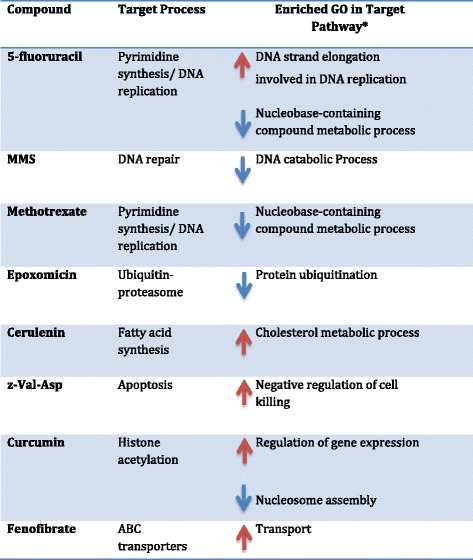
Summary of small molecule perturbations

*In ‘red arrows’ are biological processes enriched in the top 100 up-regulated genes while in ‘blue arrows’ are down-regulated biological processes

### The small molecule-GO networks predict complex relationships between drugs and biological pathways

Unlike previous work on drug-drug networks in other species [10], the small molecule-GO network provides hypotheses for why two drugs are biologically related. For example, the small molecule-GO network confirms that the drugs CQ, TQ and E64 are related through the GO process ‘proteolysis involved in cellular catabolic processes’, consistent with the effect of these drugs on hemoglobin catabolism. In contrast, curcumin and apicidin- drugs that interfere with regulation of gene expression through inhibition of histone acetylation and deactylation, respectively- are both connected to the biological process ‘regulation of gene expression’ while the drugs methotrexate and 5-FU which interfere with pyrimidine synthesis are connected to the function ‘nucleobase-containing compound metabolic process’. 

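PFL1465c, described as the ATP-dependent protease subunit ClpQ, had a response index of 1.18 under chloroquine, from 1.13 in Dd2 and 1.22 in HB3, within its range of 0.591 to 1.18 on the control arrays. PF10_0329, described as plasmepsin VII, had an index of 0.667, from 0.747 and 0.587, within its range of 0.597 to 2.07 on those arrays. On the later Dd2 array of chloroquine both genes had an index of 1.01. Under tafenoquine, PF14_0439, described as M17 leucyl aminopeptidase, had an index of 1.16, from 1.06 in Dd2 and 1.27 in HB3, the highest of the 31 compounds, with 0.636 to 1.15 on the control arrays. These 3 genes were chosen for their descriptions after their values were seen. The control ranges hold single arrays, most of them on chips of both clones, so they may be too wide for these comparisons. Lists of E64 were not used here.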

The connection between 5-FU and this biological function is unexpected in *P. falciparum* because the parasite lacks a pyrimidine salvage pathway which is required for the activation of 5-FU to an inhibitor of thymidylate synthase (TS) [37]. Nevertheless, 5-FU is a weak competitive inhibitor of the *P. falciparum* orotate phosphoribosyl transferase (*pfOPRT*), an essential step in pyrimidine biosynthesis [38]. Inhibition of *pfOPRT* could impact the synthesis of pyrimidines and provide a connection between methotrexate and 5-FU activity. To validate the connection between these two drugs, we measured dose responses to 5-FU across the Dd2 × HB3 genetic cross (Additional file 7) and explored potential genetic determinants of its effects through QTL. A direct *apriori* test of the genetic locus containing the *pfOPRT* gene (chromosome 5, cM 31.5) shows that parental alleles in this locus are significantly associated with 5-FU dose response with a higher IC_50_ for progeny inheriting this locus from the Dd2 parent (LOD = 1.90, *P* = 0.002). A genome-wide QTL scan demonstrates that in addition to this locus, dose response variation to the drug is associated with 3 other loci on chromosomes 8 (cM 91.8, LOD = 2.98), 11 (cM 143.2, LOD = 2.3) and 14 (cM 189.4, LOD = 1.80). The chromosome 8 QTL region includes the *Rad54* gene (PF3D7_0803400) encoding a DNA repair protein, providing additional support for the connection between 5-FU and the GO function ‘nucleobase-containing metabolic process’. Thus, the small molecule-GO network provides a framework for identifying drug similarities while at the same time identifying the biological processes underlying the similarities.

The network approach reveals that while some biological processes are widely perturbed or affected by many small molecules, others are only perturbed by only one or a few small molecules (Fig. 4c). For example, the biological categories ‘translocation of peptides into host’ (GO:0042000), ‘respiratory electron transport chain’ (GO:0022904) and ‘antigenic variation’ (GO:0020033) were up-regulated by many compounds (13, 12 and 10, respectively). These processes may reflect generalized stress responses that are associated with subsets of small molecules. In contrast, categories that are up-regulated by only one small molecule include: ‘protein import into nucleus’ (GO:0000059)- perturbed by rapamycin, ‘N-terminal protein amino acid acetylation’ (GO:0006474)- perturbed by MMS and ‘transposition’ (GO:0032196)- perturbed by 5-FU.

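In the gene lists of the 10 compounds held here, genes described as PfEMP1, rifin or stevor made up 54 of the 100 highest and 0 of the 100 lowest under proguanil, and 34 and 2 under methotrexate. Under doxycycline the numbers were 1 and 54, under atovaquone 3 and 46, under chloroquine 0 and 34 and under tafenoquine 0 and 29. Chloramphenicol had 21 and 1. The lists of the other compounds were less one-sided, with 7 and 10 under artemisinin, 5 and 3 under MMS and 5 and 13 under 5-FU. These genes belong to multigene families, and whether the probes separate their members was not tested here, so their values are uncertain. With log2 ratios, with controls left out of the chip mean and after quantile normalization, the 7 compounds other than artemisinin, MMS and 5-FU had more of the family on the same side, where some listed genes had no description. Artemisinin changed side with controls left out, at 10 and 6, and after quantile normalization, at 13 and 10. With the later array of 5-FU included, its numbers were 28 and 0. With the later array of chloroquine included, 3 of its 100 lowest genes were described as one of the family and 24 had no description.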

### Transcriptional insights into artemisinin’s MOA

The results above show that transcriptional responses can be used to predict drug MOA and provide insights into broad biological effects. The MOA of many antimalarial drugs and investigational compounds is currently unknown. Artemisinin, the front line antimalarial, has been proposed to act through the generation of free radicals leading to oxidative stress and damage of proteins [39]. However, the drug also has been associated, controversially, with direct binding to the SERCA-type Ca^2+^ ATPase protein (*pfATP6*) [40–43] and the Ca^2+^ binding translationally controlled tumor protein (TCTP) [44–48]. To mine our data for insights into artemisinin targets, we examined the small molecule-GO networks for connections involving artemisinin (Fig. 5). 

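Among the 100 genes with the highest response index under artemisinin were 4 described as ribosomal proteins of the apicoplast or mitochondrion, chosen here for their descriptions after their values were seen. PFE0145w had an index of 1.17, with 1.01 in HB3, and PF10_0105 had 1.16, from 1.16 and 1.16. MAL13P1.318 and PFI0375w both had 1.16. PF10_0105 lay between 0.889 and 1.09 on the 11 control arrays, and PFE0145w between 0.825 and 1.23. Only 4 of these control arrays lie on chips of a single clone, as the artemisinin arrays do. In limma, 0 genes passed the adjusted threshold for artemisinin against DMSO and 192 passed an unadjusted p of 0.05. With array weights 5 genes were higher and 6 lower, and the other alternatives that keep both clones had 0.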

At 100 % specificity, the up-regulated GO connections to artemisinin are: ‘adhesion to host’ (GO:0044406), ‘glycerol metabolic process’ (GO:0006071), ‘cell cycle’ (GO:0007049), ‘translation’ (GO:0006412) and ‘pyridoxine biosynthetic process’ (GO:0008615). Recently, Mok et al. [49] identified processes in the ‘translation’ and ‘regulation of cell cycle’ GO categories as being up-regulated in parasites from Southeast Asia that have increased artemisinin clearance half-life. Furthermore, these processes were up-regulated in parasite isolates containing genetic variants associated with artemisinin resistance in the K13 gene. The reported association between artemisinin and TCTP [44–48] as well as with quiescence [50–52], is consistent with the enrichment of cell cycle function. TCTP in other organisms is involved in a variety of processes including response to stress, cell cycle, apoptosis and calcium ion binding [53–55]. In *P. falciparum*, the protein binds Ca^2+^ [45] and artemisinin [44, 46, 48]. This binding is increased in the presence of heme [48], consistent with the reported dependence between artemisinin activity and hemoglobin digestion [56]. The down-regulated GO connections to artemisinin at 100 % specificity are ‘endocytosis’ (GO:0006897), ‘cytokinesis’ (GO:0000910), ‘cholesterol metabolic process’ (GO:0008203) and ‘lipid transport’ (GO:0006869). The connection between the drug and lipid metabolism has been previously suggested [57–59] and implicated in resistance to the drug [49]. Thus, artemisinin potentially targets the cell cycle and lipid metabolism.

**Fig. 5:**
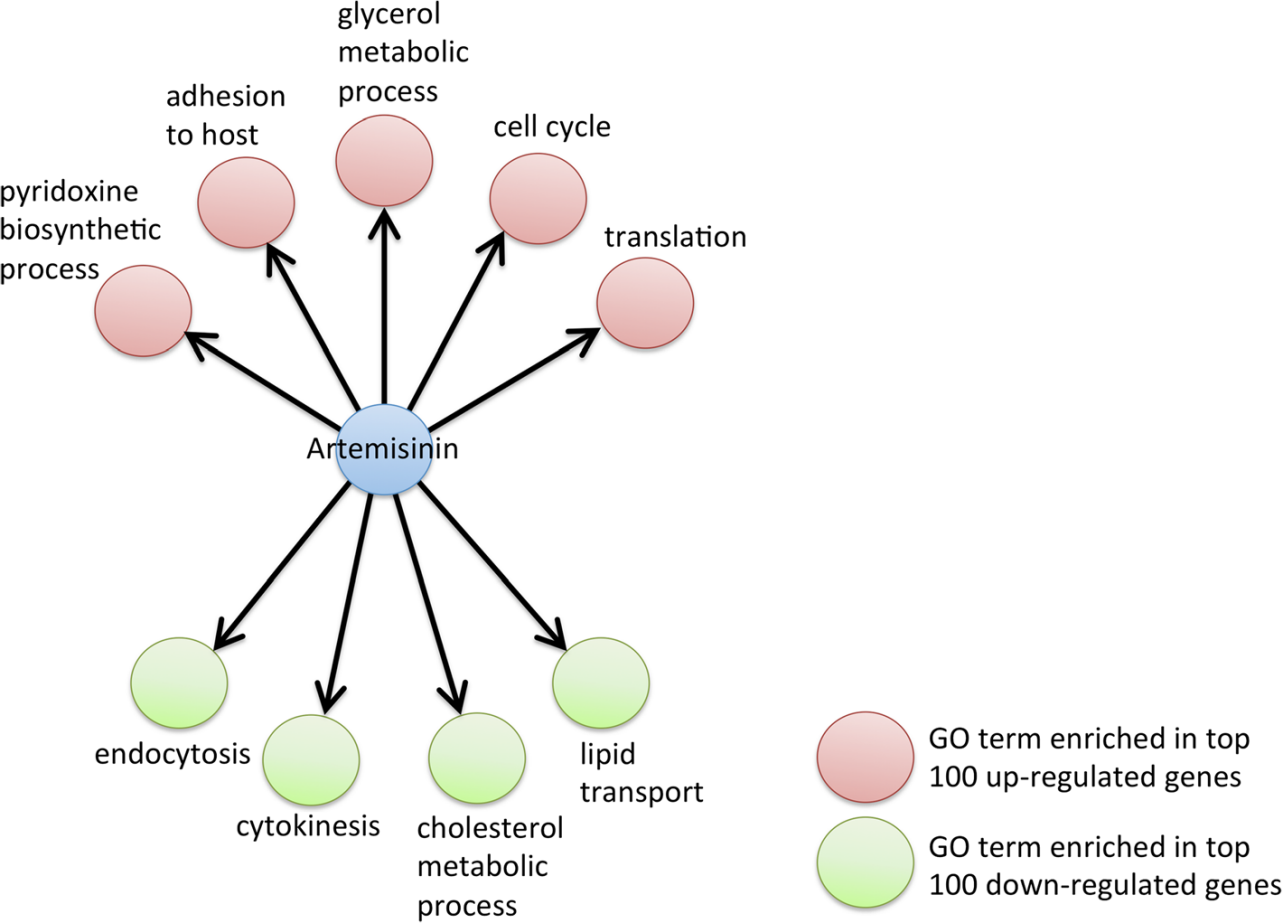
Representation of small molecule-GO network for artemisinin. GO biological processes enriched in the top 100 up-regulated genes are shown as red nodes and down-regulated genes are shown as green nodes.

### Predicting MOA of novel compounds by integration of QTL

Public and private screening efforts have recently led to the identification of thousands of compounds with cytotoxic activity in *P. falciparum* [4, 5]. Techniques for predicting MOA of these compounds will be valuable for their characterization and prioritization for further development [60]. Among the compounds profiled in our study, five (SJ194935, SJ119930, SJ140722, SJ292024 and SJ77572) were derived from a high-throughput screening effort by the St Jude’s children’s hospital [5]. To ascertain the biological effects of these compounds, we determined the coherence of biological functions predicted from transcriptional perturbations with those encoded in QTL associated with dose response variation to the compounds. The small molecule-GO network demonstrates that a single compound can perturb more than one biological process. However, some functions are perturbed by a single or just a few compounds and yield predictions of higher specificity. Therefore, we prioritized the links between these compounds and each biological function by considering the specificity of each function.

Out of 13 biological processes connected to SJ194935 in the up-regulated small molecule-GO network, five (‘cell redox homeostasis’, ‘protein oligomerization’, ‘tRNA splicing’, ‘heme catabolic process’ and ‘regulation of DNA replication’) were unique to the compound. Two GO functions (‘regulation of translation’ and ‘regulation of RNA stability’) were uniquely connected to this compound in the down-regulated small molecule-GO network. These functions were evaluated for overlaps with QTL. SJ194935 dose response was associated with a genetic locus on chromosome 14 (cM 106.1, LOD = 3.12). We searched this locus for genes encoding biological processes uniquely (100 % specificity) connected to the compound in the small molecule-GO network. A biological process shared by these two approaches is ‘cell redox homeostasis’, a function that involves cytochrome genes, one of which is present in the QTL (PF3D7_1435000- cytochrome c oxidase assembly protein, putative; chromosome 14 cM 106.1, Table 3).

**Table 3:** Prediction of MOA of novel compounds from St Jude using QTL and small molecule-GO network

Small molecule	QTL peaks	LOD	Coherent functions in QTL and unique connections in network
SJ194935	14 cM 106.1	3.12	Cell redox
SJ119930	8 cM 83.2	2.18	None
SJ140722	7 cM 66.1	2.71	None
SJ292024	5 cM 65.9	2.23	Drug transmembrane transport

Similarly, to predict potential MOA of the other novel compounds, we compared the functional coherence between their unique connections in the small molecule-GO network and the functions of genes located within their QTL. For each small molecule we considered QTL peaks with at least a LOD score of 2 (Table 3; see Additional file 7 for dose responses used in QTL). The St Jude compound SJ119930 had no unique biological process connections in the up-/ down-regulated small molecule-GO networks; hence predictions could not be made at 100 % specificity. Two functions were predicted as its targets at 94 % specificity in the up-regulated network: ‘respiratory complex IV assembly’ and ‘autophagic vacuole assembly’. QTL mapping revealed a suggestive peak on chromosome 8 (cM 83.2) but we could not identify genes whose functions are coherent to those predicted in the network. For SJ140722, a single biological process (‘dolichol biosynthetic process’) was uniquely connected to it in the up-regulated network and no unique connections were observed in the down-regulated network. We did not find any gene with this function in the QTL region associated with variation in dose response to the compound. 

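SJ292024 was measured on 1 array, labelled HB3. The log2 level of the genes higher in Dd2 minus that of the genes higher in HB3 was 0.80 on it, against 0.47 to 0.86 on the 6 arrays labelled Dd2 and -3.18 to -3.09 on the other 4 labelled HB3 on the same chip. The response index of this compound therefore has no replicate check.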

Another compound, SJ292024, was uniquely connected to the biological process ‘ribosomal large subunit biogenesis’ in the up-regulated network. Nine processes were connected to this compound at 100 % specificity in the down-regulated network: ‘protein glycosylation’, ‘respiratory chain IV complex assembly’, ‘intein mediated protein splicing’, ‘drug transmembrane transport’, ‘phosphorylation’, ‘catabolic process’, ‘DNA strand elongation involved in DNA replication’, ‘signal peptide processing’ and ‘terpenoid biosynthetic pathway’. The QTL peak associated with this compound (chromosome 5, cM 65.9) includes the gene encoding the multi-drug resistance tansporter, *pfMDR1* coherent with prediction connection between the drug and the GO function ‘drug transmembrane transport’.

## Discussion

Drug responses are complex: perturbation of a single protein can lead to direct effects on its multiple functions and indirect effects can be perpetuated through the cellular network. In addition, broad chemical properties of compounds, for example hydrophobicity, can affect multiple biological processes. Therefore, understanding the nature of transcriptional responses to specific perturbations and filtering non-specific effects requires knowledge of how cells respond to a range of chemical perturbations. Without this knowledge, it may not be possible to identify transcriptional responses specifically induced by a perturbation vs. those resulting from general stress. This may be one reason that the parasite’s transcriptional responses to perturbations have been considered to be non-specific [12, 13]. Our study design utilizes many small molecule perturbations in the same experiment and provides a novel way to disentangle transcriptional responses.

The results presented in this work demonstrate that transcriptional responses can point to drug MOA in *P. falciparum*. The observation that small molecules containing similar chemical substructures also tend to show similar transcriptional responses (Fig. 2 and Additional file 1: Figure S1) imply that these responses are specific to the perturbations. The clustering of the 31 small molecules into two broad classes (Fig. 1) coupled with the observation that a single chemical substructure (Fig. 2) can distinguish these classes implies that a large component of transcriptional responses are due to specific chemical features, most prominently rings (Fig. 2 and Additional file 1: Figure S2). Even though this study has profiled the largest set of small molecule transcriptional responses in *P. falciparum* to date, it is important to note that the 31 small molecules represent a small proportion of chemical diversity. Our study provides a foundation for more extensive studies in future.

To capture the complexity of small molecule relationships, we developed a novel framework for encoding small molecule effects into binary fingerprints of biological categories that are enriched in their perturbed gene sets (Fig. 4a, b and c). We have demonstrated that this representation allows a detailed view of complex relationships that can exist between small molecules in which some biological functions are affected by multiple compounds while others are specifically affected by a smaller number of compounds (Fig. 4c). The resulting small molecule-GO network has enabled us to tease apart small molecule-specific effects from non-specific responses, thereby providing a reliable approach for predicting small molecule MOA (Table 2 and Additional file 1: Table S1). From this network, each small molecule can be queried to determine the biological processes that are uniquely connected to it as well as those that it shares with one or more other compounds (Fig. 4c). This approach can be applied in predicting drug MOA, understanding cross-resistance between drugs, drug-drug interactions and off-target effects.

We observed that some small molecules perturb a wide array of functions, while others have a specific target pathway. Small molecules have to cross at least one membrane to reach their expected target. Broad chemical properties of small molecules such as their hydrophobicity, molecular weight, solubility and pKa could indirectly interfere with multiple biological processes. Once a small molecule reaches its target, the direct inhibition of a target enzyme, for example, can result in metabolic changes that stimulate downstream biological processes. Furthermore, drugs that bind to distinct molecular targets within the same pathway can lead to similar biological effects. It is important to identify all these levels at which a drug can have a biological effect because the therapeutic success of a drug is determined by factors such as drug transport, metabolism and resistance that in many cases are distinct from molecular targets of the drug. Most approaches for the prediction of drug MOA in *P. falciparum* rely on the identification of single targets [60]. Understanding the full spectrum of effects of a small molecule could aid in minimizing off-target effects and enhance the design of highly specific drugs.

Our study uncovers some potential challenges of using transcriptional perturbations for predicting drug MOA and reveals limitations that will need to be addressed in future studies. First, a large library of perturbations is needed in order to filter non-specific effects of small molecules. Secondly, predicting the MOA of small molecules that target biological processes that are non-specifically associated with numerous perturbations will pose a bigger challenge than those of small molecules that affect pathways that respond to only very few compounds. For example, the biological process “respiratory electron transport chain” was connected to 12 compounds in the small molecule-GO network, increasing the FDR for predicting the MOA of compounds affecting this process. However, as more compounds are profiled, the FDR for such compounds could be reduced. The small molecule-GO network provides a way to identify these non-specific effects and is generalizable for the prediction of drug MOA in other organisms.

## Conclusions

We have shown the utility of transcriptional perturbations in predicting drug MOA and provide novel biological insights. Similarities between transcriptional responses of small molecules depend on their chemical composition and MOA. In particular, small molecules containing similar chemical constituents induce similar transcriptional responses. Furthermore, we determine that the presence/absence of rings in a compound dominate transcriptional similarities between compounds. We further show that small molecules with the same MOA induce similar transcriptional responses. Using a novel network representation (the ‘small molecule-GO network’), we demonstrate that some biological processes are affected by many compounds, potentially reflecting generalized stress responses, while others are affected by only one or few compounds. This network approach provides a hypothesis-testing framework for explaining similarities between any two or more small molecules based on the biological processes to which they are connected in the network. The small molecule-GO network correctly identifies the MOA of 72 % of compounds at a specificity of 80 %, establishing that this approach can be applied for predicting MOA. The representation of transcriptional responses as a small molecule-GO network is a novel approach that can be generalizable to other organisms.

## Methods

### Parasite cultures

Parasite clones Dd2 and HB3 were cultured using standard methods in human red blood cells (Indiana Regional Blood Center, Indianapolis, Indiana) suspended in complete medium (CM) containing RPMI 1640 with L-glutamine (Invitrogen Corp.), 50 mg/L hypoxanthine (Sigma-Aldrich), 25 mM HEPES (Cal Biochem), 0.5 % Albumax II (Invitrogen Corp.), 10 mg/L gentamicin (Invitrogen Corp.) and 0.225 % NaHCO3 (Biosource) at 5 % hematocrit. Cultures were grown separately in sealed flasks at 37 °C under an atmosphere of 5 % CO_2_, 5 % O_2_, and 90 % N_2_. Small molecules were purchased from Sigma-Aldrich with the exception of JQ1 (provided by Dr. James Bradner, Harvard Medical School) and the compounds SJ194935, SJ119930, SJ77572, SJ292024 and SJ140722 (provided by Dr. Kiplin Guy, St Jude’s Children’s hospital). Sorbitol double-synchronized cultures of the two clones were exposed briefly for 2 h to each compound at a single developmental stage (24 h trophozoites) at a concentration (IC_50_) obtained from literature sources or determined by our laboratory (Table 1).

### RNA extraction and cDNA synthesis

Total RNA was extracted from 20mls of culture using TriZol reagent (Invitrogen, Carlsbad, CA) as described previously [61]. Quantity of RNA and protein/organic contamination were determined using Nanodrop (NanoDrop Technologies). 300 ng of RNA was used as starting material for cDNA synthesis using the Sigma WTA2 whole transcriptome amplification kit (Sigma Aldrich, St Louis, MO). The cDNA synthesis reaction was performed in two steps: library synthesis and library amplification. To synthesize the cDNA library, 300 ng of sample RNA was incubated with reverse transcriptase and non-self-complimentary primers that contain a quasi-random 3’ end and a universal 5’ end. Primer extension was then performed using WTA2 polymerase to generate an OmniPlex cDNA library consisting of random, overlapping 100 to 1000 base fragments flanked by a universal end sequence. Amplification was then performed using primers targeting the universal 5’ ends. cDNA cleanup was performed using 3 M sodium acetate and ethanol.

1 μg of cDNA was labeled with Cy3 dye using 65 % AT rich pre-labeled random hexamers as primers for cDNA synthesis by Klenow fragment of DNA polymerase I. All samples were hybridized to a custom Nimblegen 12-plex microarray containing 128,179 probes, approximately 22 probes per annotated gene (PlasmoDB v6.3) with an average of 5 probes per exon (see Additional file 1: section C and Additional file 1: Figure S3 for microarray validation information). Hybridizations were performed for 22 h followed by washing of the arrays as described according to standard protocols (Roche NimbleGen Inc., Madison, WI). The microarray image was obtained using a 2uM scanner and probe intensity values extracted using NimbleScan software (Roche NimbleGen Inc., Madison, WI).

### Microarray data processing

Probe intensities were normalized using robust multichip average (RMA) method [62]. This normalization was performed across all samples hybridized on a single chip. Transcript level for each gene was obtained by averaging the processed signal intensity of all the probes across its exons as follows. Exon signal intensity for each gene was obtained by averaging the intensities of all probes within each exon. To determine a significance threshold for exon expression levels, a background distribution of signal intensities from a set of 10,000 negative control probes with no sequence matches to the *P. falciparum* genome was generated. A threshold corresponding to the 95^th^ percentile (5 % FDR) of the signal distribution of the negative control probes was then applied [63]. To determine gene expression levels, exons that passed the 5 % significance threshold were subjected to an additional threshold derived from intensities of 1000 simulated exons each consisting of 20 randomly sampled negative control probes. Intensities of exons that passed a 5 % FDR threshold based on this background distribution were averaged to obtain an average transcript level for each gene.

### Analysis of pairwise relationships between compounds using genome-wide response profiles

For each perturbation, we averaged the signal intensity for each gene across two lab clones (Dd2 and HB3). The resulting data was then used to obtain a compound-specific response index for each gene by normalizing the gene’s average transcript level following perturbations in the two clones against its average level across all perturbations within the same experimental batch to obtain a gene specific response index. The global transcriptional response to a small molecule was then represented as a vector where each element represents a gene specific response index. This vector is referred to as the genome-wide response index. Small molecule global transcriptional relationships were determined using Pearson correlations between their genome-wide response indices. Clustering and visualization of the correlation matrix was performed in R. To determine the components of variation in the global correlations between small molecule responses, PCA was performed in R using the PCA function in the package FactoMineR.

### Analysis of small molecule relationships based on chemical fingerprints

Small molecule relationships in the chemical space were determined by first converting each small molecule into a binary fingerprint of 881 elements using the PubChem 2-dimensional substructure fingerprints [64]. Each position in the binary fingerprint encodes the presence/absence of a substructure such as a specific chemical element, a type of ring system, atom pairing, or atom environment, etc. A full description of the fingerprints can be found at [65].

We downloaded chemical structure files (SDF) for each small molecule from PubChem. Transformation of chemical structures into substructure fingerprints was performed in the R statistical package ChemmineR [66]. Small molecule relationships based on the fingerprints were then visualized by hierarchical clustering. To determine whether chemical structure accounts for the observed major clustering of small molecules into two main clusters (named Class I and Class II), small molecules were projected onto a two-dimensional surface using multidimensional scaling (MDS) in the MASS package [67] of the R statistical software. Chemical substructures that discriminate Class I from Class II compounds were identified using a rule induction algorithm (OneR) in the WEKA machine learning package [28]. The OneR algorithm produces a single ‘If-Then’ rule that identifies a single predictor variable that differentiates between two outcomes [29]. The ability of the rule to discriminate Class I and II compounds was evaluated by testing the enrichment of Class I and II molecules when the rule is applied to the substructure fingerprints of all the small molecules. The enrichment *P*-values were obtained by hypergeometric tests.

### Encoding small molecule effects into binary biological process fingerprints

GO enrichment analysis was performed on the most responsive genes in the transcriptome (the top 100 [~2 %] most up- and down-regulated genes) and enriched biological processes (hypergeometric test FDR corrected *P* < 0.05) were determined using the online platform MADIBA [68]. For each small molecule, we then represented the transcriptional response as a binary vector whose elements are biological process categories that have a value of 1 (when the process is enriched following the perturbation) and 0 (when the process is not enriched).

### Construction of small molecule-GO networks

To determine the relationships between small molecules to specific biological processes, we constructed small molecule-GO bipartite networks in which nodes were either small molecules or biological processes. Small molecules were connected by an edge to a biological process if perturbations by the small molecule were associated with an enrichment (hypregeometric test *P* < 0.05) of the biological process in the most responsive genes to the perturbation (top 100 up- and down-regulated genes).

### Analysis of the effect of small molecules on their expected target pathways

The effect of small molecules on their expected target pathways was determined by querying the small molecule-GO network in the network visualization software Cytoscape [69]. The expected target pathway for each small molecule was determined from literature and the enzyme database BRENDA. For each small molecule, we determined whether the biological processes it is connected to in the small molecule-GO network includes its expected target pathway. An estimate of the FDR for the association between a small molecule and its expected biological pathway was computed as the proportion of small molecules that were also connected to that category in the network. A small molecule was regarded as specifically connected to its expected target pathway if the FDR was less or equal than 10 %.

### Dose response assays and QTL

We performed standard dose response assays across the Dd2 × HB3 recombinant clones cultured under varying concentrations of the drugs 5-FU, methotrexate, SJ194935, SJ119930, SJ140722 and SJ292024. Dose response assays were performed as previously described [70] using 4 to 6 replicates of parasite cultures of 37 recombinant clones of the Dd2 × HB3 genetic cross, including the parental lines. Quantitative trait locus (QTL) analysis for the dose responses was performed using previously published statistical methods in Pseudomarker v 2.04 [71] and the Dd2 × HB3 genetic cross microsatellite linkage maps. The statistical significance of the obtained log odds scores (LOD) were obtained from a chi-square distribution, *P* = 1 - chi2cdf (2 × LOD score × Log_10_, degree of freedom = 1) where chi2cdf is the Matlab chi-square cumulative distribution function. Gene candidates were considered as those lying within the region bounded by the physical location of the genetic marker reported with the highest LOD score and the nearest markers in the region.

### Prediction of MOA of novel compounds

The MOAs of five novel compounds (SJ194935, SJ119930, SJ140722, SJ292024 and SJ77572) emerging from a recent phenotypic screen [5] were predicted by combining predictions from the small molecule GO network and QTL analysis. To predict MOA from the small molecule-GO network, the network was queried in Cytoscape [69] and biological process connections that are uniquely connected to a given small molecule of interest selected as potential targets. Separately, dose response assays were determined for each of the compounds in 37 parasite lines in the Dd2 × HB3 genetic cross followed by QTL analysis. Gene candidates for each small molecule at a given QTL locus was then determined as genes located upstream and downstream of the region lying between the physical location of the QTL marker and the nearest marker.

The gene candidates at the QTL for a given novel compound were then examined for any functions that are related to those predicted as uniquely connected to the compound in the small molecule-GO network. The functions shared between the candidate genes from QTL and those from the small molecule-GO network were then regarded as potential targets of the compound.

For arteminsin, the functions shared between its unique biological process connections in the small molecule-GO network and previous reports were considered as its MOA [50–52].

## Availability of supporting data

The raw data set supporting the results of this article is available in the NCBI Gene Expression Omnibus repository, [GEO:GSE67127, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67127]. The processed data sets supporting the results of this article are included within the article (and its additional file (s)).

## Additional files

Additional file 1:
**Supplementary text and figures.** (DOCX 441 kb) Additional file 2:
**Gene Expression Data.** (XLSX 6956 kb) Additional file 3:
**PubChem Fingerprints.** (XLSX 98 kb) Additional file 4:
**Top 100 and Bottom 100 gene lists for each drug perturbation.** (XLSX 487 kb) Additional file 5:
**Drug GO-Matrix.** (XLSX 58 kb) Additional file 6:
**Small Molecule GO-networks.** (XLSX 30 kb) Additional file 7:
**Dose Response Profiling.**

# Supplementary material for: An integrative analysis of small molecule transcriptional responses in the human malaria parasite Plasmodium falciparum
**Source:** BMC Genomics. 2015 Dec 4;16:1030. doi: 10.1186/s12864-015-2165-1
**Supplement:** Additional file 1: — Supplementary text and figures.

**Additional file 2: Supplementary text and figures**

1. **Chemical Relationships between small molecules**

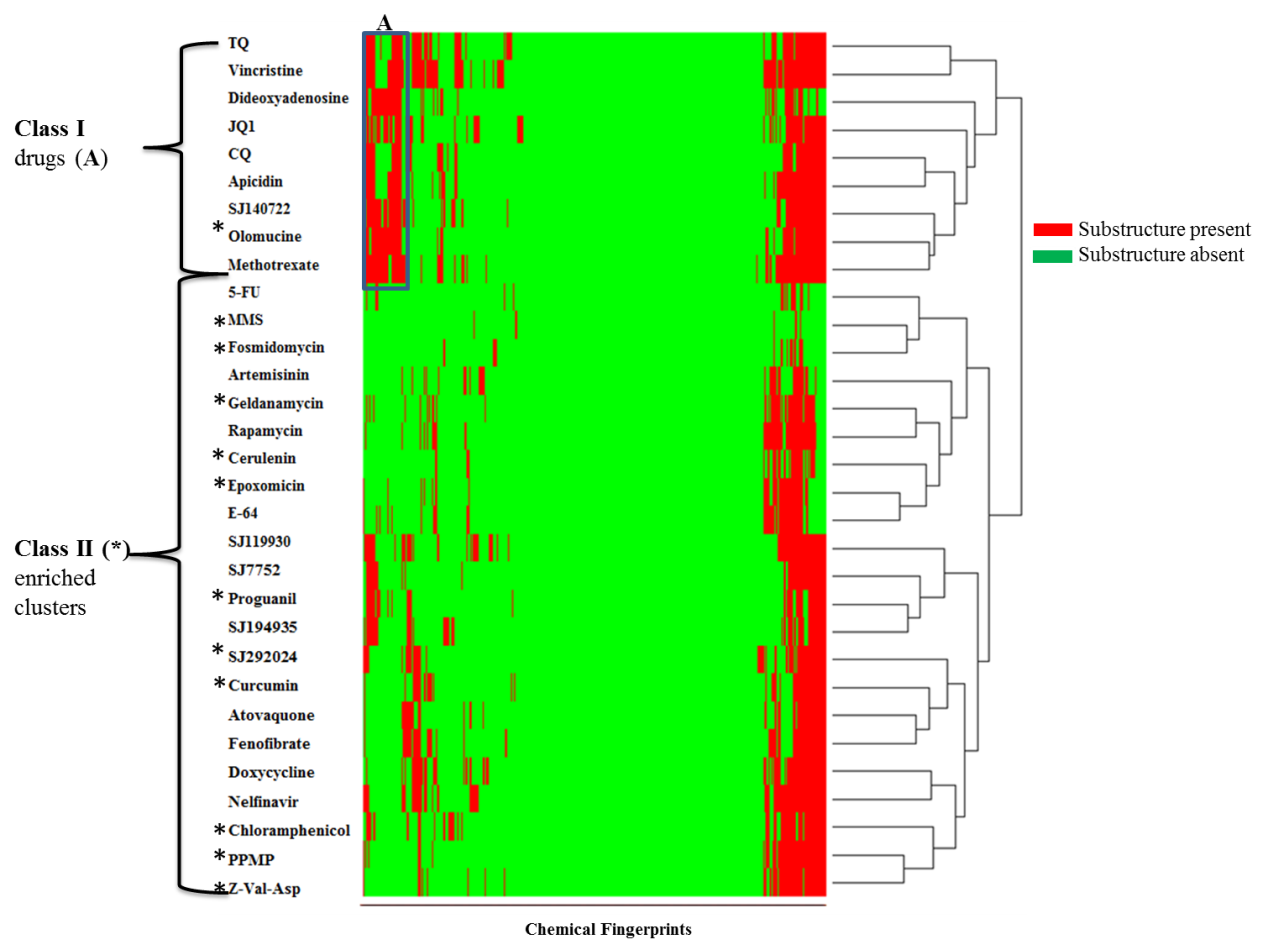

**Chemical fingerprints**

**Class I enriched cluster**

**Class II enriched cluster**

**Tafenoquine**

**Vincristine**

**Dideoxyadenosine**

**JQ1**

**Chloroquine**

**Apicidin**

**SJ140722**

**Olomucine**

**Methotrexate**

**5-Fluorouracil**

**MMS**

**Fosmidomycin**

**Artemisinin**

**Geldanamycin**

**Rapamycin**

**Cerulenin**

**Epoxomicin**

**E64**

**SJ119930**

**SJ7752**

**Proguanil**

**SJ194935**

**SJ292024**

**Curcumin**

**Atovaquone**

**Fenofibrate**

**Doxycycline**

**Nelfinavir**

**Chloramphenicol**

**PPMP**

**z-Val-Asp**

**Figure S1:** Clustering of small molecules based on their PubChem substructure fingerprints. We designate Class I drugs as those transcriptional responses (Figure S1) that are enriched for one substructure fingerprint cluster (hypergeometric test *P* = 0.04) and share a combination of substructures highlighted by (A). Class II drugs are enriched in a different cluster based on substructure fingerprints (hypergeometric test *P* = 0.006).

1. **Relationships among Class I and II small molecules in a 2-dimensional space**

To explore the relationship between chemical composition and transcriptional responses, we applied multidimensional scaling (MDS) to the substructure fingerprints and projected the compounds onto a two-dimensional surface (Additional file 2: Figure S2). MDS is a mathematical technique for dimensionality reduction in which objects in a high dimensional space can be compared in a low dimensional space in which the distances between the objects is determined by their similarity or dissimilarity across the dimensions. We applied MDS because it allows substructure relationships between pairs of the small molecules to be assigned distances on each dimension, in which the 881 substructures are reduced into two coordinates of variation similar to principal component analysis (PCA). Application of the method to the small molecule substructures fingerprints shows that Class I compounds (red) are enriched in two regions of the resulting two-dimensional surface (Additional file 2: Figure S2, regions A and B) while Class II compounds (green) are concentrated on a different region (region D). Class I compounds in region A and B contain at least two rings in contrast to Class II compounds which are enriched in region C and contain at most one ring. 17 of 19 (89%) Class I compounds contain at least 2 rings compared to 4 of 12 (33%) of Class II compounds.

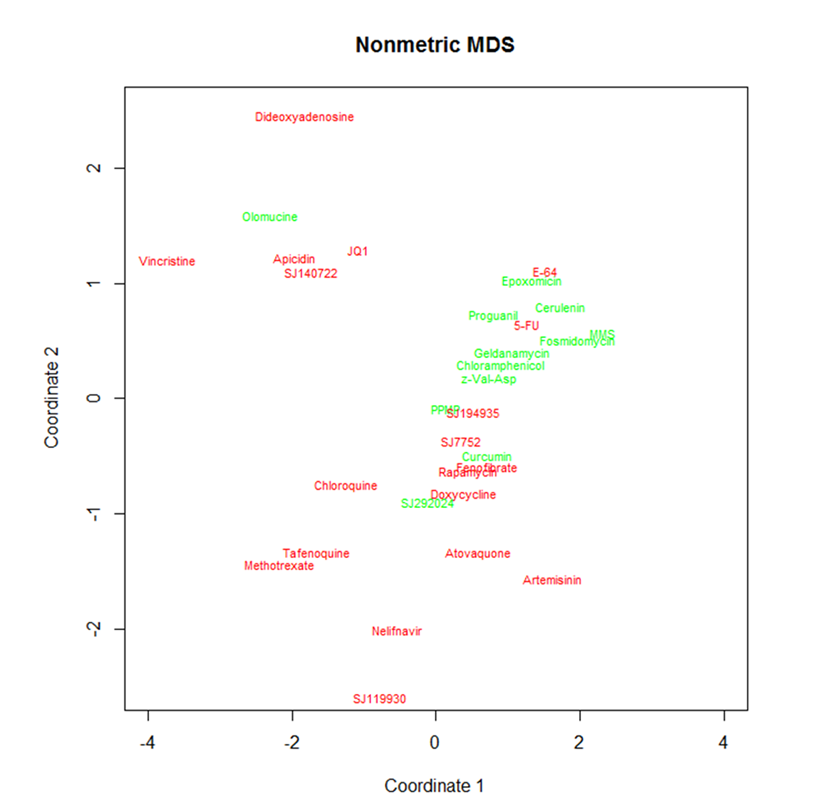

Region B

Region C

Region A

**Figure S2:** Visualization of small molecules relationships on a two-dimensional MDS plot comparing their pairwise distances based on the chemical substructures they contain. Two-dimensional MDS was performed to test whether broad clustering of small molecules based on transcriptional responses (Figure 1) reflects an underlying existence of two components of variation in chemical fingerprints. Class I (red) compounds cluster together in regions A and B, while Class II compounds are enriched in region C. The placement of Class I and II compounds in different regions on the plot indicates that underlying chemical substructure relationships are related to the transcriptional small molecule relationships.

**Table S1: Specificity of biological process enrichments in the top 100 up- and down-regulated gene sets**

| Compound | Target Process |  | Enriched GO in Target Pathway |  | Specificity (1-FDR) |
| --- | --- | --- | --- | --- | --- |
| 5-fluoruracil | Pyrimidine synthesis/ DNA replication |  | DNA strand elongation involved in DNA replication  Nucleobase-containing compound metabolic process |  | 100%  100%* |
| Proguanil | Mitochondrial electron transport |  | Mitochondrial electron transport |  | 87%  87% |
| MMS | DNA repair |  | DNA catabolic process |  | 100% |
| Doxycycline | Organellar translation |  | Tyrosyl tRNA aminoacylation |  | 97% |
| Atovaquone | Mitochondrial electron transport |  | Respiratory electron transport chain |  | 68%*  61%* |
| Chloroquine | Hemoglobin metabolism |  | Proteolysis involved in cellular catabolic process |  | 84%* |
| Chloramphenicol | Organellar translation |  | Translational elongation |  | 90% |
| Tafenoquine | Hemoglobin metabolism |  | Proteolysis involved in cellular catabolic process |  | 84% |
| Methotrexate | Pyrimidine synthesis/ DNA replication |  | Nucleobase-containing compound metabolic process |  | 100% |
| Rapamycin | Autophagy |  | Autophagy |  | 97% |
| E64 | Hemoglobin metabolism |  | Proteolysis |  | 90% |
| Epoxomicin | Ubiquitin-proteasome |  | Protein ubiquitination |  | 100% |
| Cerulenin | Fatty acid synthesis |  | Cholesterol metabolic process |  | 100% |
| z-Val-Asp | Apoptosis |  | Negative regulation of cell killing |  | 100% |
| Apicidin | Histone  deaceytlation |  | Regulation of transcription |  | 90% |
| Dideoxyadenosine | Signaling |  | Signal transduction  Intracellular receptor mediated signaling |  | 94%*  81% |
| Curcumin | Histone acetylation |  | Regulation of gene expression  Nucleosome assembly |  | 100%  100% |
| Olomucine | Phosphorylation |  | Deoxyribonucleoside diphosphate metabolic process; Signal transduction |  | 94% |
| Fenofibrate | ABC transporters |  | Transport  Plasma membrane ATP synthesis coupled proton transport |  | 100%  74% |

The expected target pathways of the following drugs were not enriched in the top 100 up- or down-regulated genes and are excluded from this table: geldanamycin, nelfinavir, vincristine, fosmidomycin and PPMP.

*The specificity takes into account the possibility that some small molecules target the same GO functions. For example, 5-FU and methotrexate both affect pyrimidine synthesis/ DNA replication and are therefore associated with the GO function nucleobase-containing compound metabolic process; chloroquine, tafenoquine and E64 inhibit hemoglobin proteolysis. In ‘red arrows’ are biological processes enriched in the top 100 up-regulated genes while in ‘blue arrows’ are down-regulated biological processes.

Specificity = Number of small molecules that lead to up/ down-regulated of the GO process

Number of small molecules annotated as affecting GO processes in the pathway

**C. Nimblegen Microarray Description and Validation**

Our custom 12-plex Nimblegen microarray contains 128,179 probes of 50 to 75-mers representing 5,683 annotated transcripts in PlasmoDB (v. 6.3). Each transcript is represented by ~22 probes, with an average of 5 per exon. In addition, 10,000 negative control probes, having no sequence similarity to the *P. falciparum* genome but of the same GC content and melting temperature as the transcript probes, were randomly generated and placed on the array.

To validate the Nimblegen exon array we compared biological reps of HB3 at 4 timepoints (12, 24, 36 and 48 hpi) using our custom Nimblegen array and a previously published Agilent 8×15K array [1]. The correlation between the genome-wide log_2_ ratios of the 36 versus 12 hour samples hybridized on the Nimblegen exon array and the previously published Agilent array (r = 0.85) across 4464 genes for which expression was detected in both arrays is comparable to that observed between technical replicates of the Agilent array [1]. Furthermore, we used GSEA to check concordance in up-regulated genes between the Nimblegen and Agilent platforms. To perform GSEA, we constructed a gene set composed of the up-regulated genes on the Agilent array followed by the examination of the list of genes sorted by their level of decreasing expression in 36 vs 12 hr on the exon array. The top part of this list was significantly enriched with genes up-regulated in the Agilent array (Figure S3 A, GSEA *P < 0.001*), demonstrating a high concordance in biological information between the 2 platforms. For example, in the top 20 up-regulated genes on the exon array, 19 (95%) were up-regulated on the Agilent array and 20 (100%) were up-regulated in the DeRisi transcriptome [2] (Figure S3 B); in the top 100 genes, the agreement to the Agilent array was 92% and in the top 500 the agreement to the Agilent array was 77%.

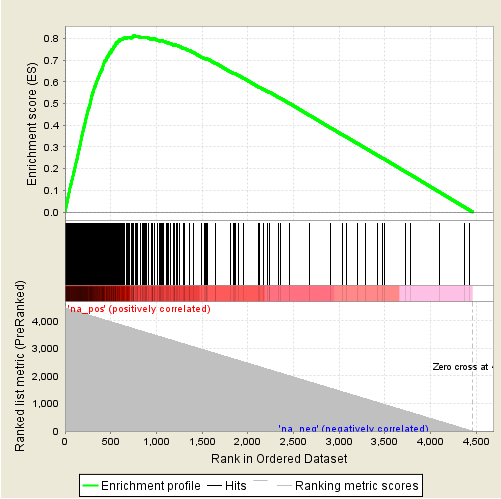

B

A

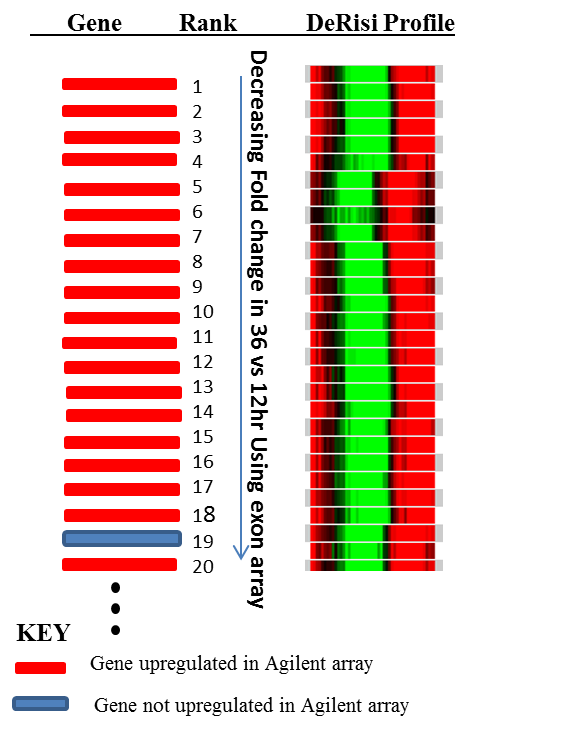

Timepoint (hrs)

0 24 48

Figure S3. Application of gene set enrichment analysis (GSEA) to compare Nimblegen and Agilent platforms in a threshold robust manner. (A) GSEA plot showing the distribution of up-regulated genes detected on the Agilent array (vertical black lines) in a list of genes sorted by their fold change in 36 vs 12 hr on the exon array. Most of the up-regulated genes reported from the Agilent array are present in the top part of the ranked list obtained from the exon array showing that the two platforms are highly concordant (GSEA *P* < 0.001). Each black vertical line beneath the green plot indicates an up-regulated gene in the Agilent array. The position of the vertical line reflects its fold change in 36 vs 12 hr in the exon array with the left most vertical line representing the most up-regulated gene in this array. The fold change of each gene in the exon array decreases as you move from left to right on the plot. The high density of black vertical lines in the left most part of the plot indicates that up-regulated genes in the Agilent array have high fold change in the exon array. (B) Graphical depiction of the top 20 up-regulated genes from the exon array. Genes are colored in red if they are reported as up-regulated on the Agilent array and blue if they are not considered as up-regulated by the Agilent array. The DeRisi profile shows the relative expression levels of the same genes (numbered 1 to 20) across the 48 hr life cycle based on the DeRisi Lab Malaria Transcriptome Database. The DeRisi profiles of the genes across the cycle are colored red if they are up-regulated at that particular time point and green if they are down-regulated. The DeRisi profiles demonstrate that the top 20 most up-regulated genes on the exon array are also up-regulated based on the DeRisi data, including gene number 19 which is down-regulated on the Agilent array but up-regulated on the exon array.

**D. Averaging perturbation responses across strains identifies drug MOA reliably**

Gene expression response to perturbations can vary due to strain-specific differences in response to stress and/ or growth inhibition due to underlying genetic differences between strains and regulatory variation across parasite lines as previously reported in our publication on multiple expression QTL (eQTL) [3] in a *P. falciparum* genetic cross. Observations from only a single strain may not therefore be adequate to determine MOA. Combining data from 2 or more strains can help filter out non-specific drug responses, as these responses are more likely to vary among strains that drug specific responses which are associated with specific pathways. In this study we obtained gene expression data from 2 different drug perturbed clones (HB3 and Dd2) as biological replicates. Since these 2 clones are totally independent, it can be expected that any transcriptional responses that they share in common to a single drug but not others reflect drug specific responses and not generalized stress response. Previous transcriptional perturbations in *P. falciparum* appeared to detect only generalized stress response, however, those experiments were performed in a single strain and responses were only determined for a single drug, making it very difficult to separate drug specific and general stress responses [4, 5]. We hypothesized that if the transcriptional responses are non-specific, then similar biological functions would be enriched in the induced genes across multiple drugs. Conversely, drug specific responses would be signified by the unique overlap of specific functional categories between biological replicates of a given drug.

We found that GO functional categories overlapping between biological replicates of each drug were highly specific to the drug and were not observed as overlapping for replicates of other drugs in a pilot study of 10 drugs (Table below). Only 2 biological categories were shared between replicates of more than one drug (Table highlighted in yellow). The overlapping/ shared biological functions between replicates for a given drug can therefore be considered as drug specific responses.

To determine whether the drug specific response for each drug constitute a large proportion of the observed response, we computed a P-value measuring the significance of the observed number of overlapping GO Biological Process categories between replicates of each drug, given the total number of categories in the Biological Process hierarchy of *P. falciparum*. A low P-value (P < 0.05) indicates that the drug specific response constitutes a large proportion of the transcriptional response while a high P-value indicates the reverse. One caveat of this P-value is that some genes participate in multiple biological processes and are thereby annotated in multiple GO categories. Such genes skew the magnitude of overlaps. The only drugs for which the drug specific response constituted a large proportion of the observed transcriptional response were 5-FU (*P* = 6.5 x 10^-11^), Proguanil (*P* = 4.4 x 10^-7^) and Doxycycline (*P* = 0.0002).

Because the specific drug response of some drugs does not constitute a large proportion of the observed response in a single strain, this implies that performing replicates across strains is critical for filtering out the strain specific generalized transcriptional responses. For example, for the drug artemisinin, we observed multiple GO categories as enriched in each strain (Dd2- 23 categories, HB3- 20 categories), but only one GO category was shared. This GO category (GO:0006414, translational elongation) is however highly specific because it is not shared by any of the other replicates of other drugs. It is also a biological function that was observed to be enriched in overexpressed genes in artemisinin resistant parasites [6]. Using data from 2 strains not only filters the data, but also helps refine a more restricted mechanism of action that is amenable to experimentation. While the GO categories that are not shared between replicates of a drug perturbation may be important in modulating the drug response, they are likely to be less fundamental for the drug MOA and are beyond the current scope. Understanding such responses would require replicates within each strain. In our subsequent analyses, we therefore use the average transcriptional response from the 2 strains.

| **Drug** | **Shared GO categories** | **Are categories specifically shared in replicates of one drug only?** | **P-value of Overlap** |
| --- | --- | --- | --- |
| Chloroquine | "GO:0006118" "GO:0051603" "GO:0031338" | Yes | 0.05 |
| Artemisinin | "GO:0006414" | Yes | 0.3 |
| Atovaquone | "GO:0015986" "GO:0006457" | No, Shared with TQ | 0.09 |
| 5-FU | "GO:0016575" "GO:0018279" "GO:0007035" "GO:0002377" "GO:0006829" "GO:0009052" "GO:0050776" "GO:0006437" "GO:0007076" "GO:0032196" "GO:0044237" "GO:0006269" "GO:0006271" | "GO:0006437" shared with Doxycycline | 6.5 x 10^-11^ |
| Proguanil | "GO:0020033" "GO:0042000" "GO:0009405" "GO:0006986" "GO:0009408" | Yes | 4.4 x 10^-7^ |
| MMS | "GO:0030522" "GO:0046907" | Yes | 0.1 |
| Doxycycline | "GO:0006437" "GO:0007018" "GO:0007017" "GO:0006633" | Yes | 0.0002 |
| Tafenoquine | "GO:0006428" "GO:0015986" "GO:0007264" | No, Shared with Atovaquone | 0.07 |
| Methotrexate | None | N/A | N/A |
| Chloramphenicol | "GO:0006099" | Yes | 0.3 |

References

1. Kafsack BF, Painter HJ, Llinas M: **New Agilent platform DNA microarrays for transcriptome analysis of Plasmodium falciparum and Plasmodium berghei for the malaria research community.** Malar J 2012, **11**:187-2875-11-187.

2. Llinas M, Bozdech Z, Wong ED, Adai AT, DeRisi JL: **Comparative whole genome transcriptome analysis of three Plasmodium falciparum strains.** Nucleic Acids Res 2006, **34**(4):1166-1173.

3. Gonzales JM, Patel JJ, Ponmee N, Jiang L, Tan A, Maher SP, Wuchty S, Rathod PK, Ferdig MT: **Regulatory hotspots in the malaria parasite genome dictate transcriptional variation.** PLoS Biol 2008, **6**(9):e238.

4. Ganesan K, Ponmee N, Jiang L, Fowble JW, White J, Kamchonwongpaisan S, Yuthavong Y, Wilairat P, Rathod PK: **A genetically hard-wired metabolic transcriptome in Plasmodium falciparum fails to mount protective responses to lethal antifolates.** PLoS Pathog 2008, **4**(11).

5. Gunasekera AM, Myrick A, Le Roch K, Winzeler E, Wirth DF: **Plasmodium falciparum: genome wide perturbations in transcript profiles among mixed stage cultures after chloroquine treatment.** Exp Parasitol 2007, **117**(1):87-92.

6. Mok S, Imwong M, Mackinnon MJ, Sim J, Ramadoss R, Yi P, Mayxay M, Chotivanich K, Liong KY, Russell B, Socheat D, Newton PN, Day NP, White NJ, Preiser PR, Nosten F, Dondorp AM, Bozdech Z: **Artemisinin resistance in Plasmodium falciparum is associated with an altered temporal pattern of transcription.** BMC Genomics 2011, **12**:391-391.

How the deposited data were processed for this re-analysis (not part of the article)

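Transcript levels were measured in Plasmodium falciparum clones Dd2 and HB3, exposed at 24 h after invasion for 2 h to a compound or to a vehicle, on 77 arrays of a custom NimbleGen exon array with 1 dye. The authors normalized probe intensities by RMA over the arrays of each chip, averaged probes within exons, left out exons below thresholds from negative control probes, and deposited 1 linear intensity for each of 5681 transcripts and each array. A transcript without an exon above the threshold has no value, and 5591 transcripts have a value on all arrays. The arrays were normalized within a chip by the authors, so levels were compared within a chip or with chip as a term.

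The response index was computed as the intensity on an array divided by the mean of the gene over all arrays of the same chip, averaged within a clone and then over clones. Where the mean of the same chip and clone was the reference, 1 array was still divided by its whole chip mean. It is the first Dd2 array of epoxomicin, which is alone in its chip and clone. For 5-FU and chloroquine the arrays of the paper's index were used, found by matching the paper's gene lists, and for apicidin, epoxomicin, rapamycin and SJ194935 it is not known which arrays the paper used and all were averaged. Compounds were compared by Pearson correlation across genes, which are not independent replicates. The correlation matrix was clustered by complete linkage on Euclidean distance, for which the paper names no setting, and analysed by principal components with scaled columns. Permutation tests used 100000 resamples within chips for comparisons between clones, and the triple of hemoglobin digestion inhibitors was tested by exact enumeration. The clones serve as the paired replicate of each compound, since both were exposed to the same compounds, and the clone as a block is among the alternatives.

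Changes against the vehicle were fitted with limma 3.58.1 in R 4.3.3 on log2 intensity over all arrays, with chip as a term, on 5672 genes with a value on at least 80% of the arrays, with Benjamini-Hochberg adjustment within a compound at 0.05 and 37 residual degrees of freedom. On simulated data with 200 changed genes, a log2 change of 1 was recovered for 62% of them for 5-FU, 72.5% for SJ194935 and 50% for atovaquone. Second hybridizations, which are near copies of 5 arrays, enter this fit and the simulation as separate arrays, so that the value for SJ194935 is too high. Without them, with 32 residual degrees of freedom, 62.5%, 49% and 62% were recovered. Atovaquone has 2 arrays in both simulations. The source of its difference was not tested, since the draws were not repeated and the fits also differ. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The index was also tested on simulated data.

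Named genes were those the paper names where a table pairs them with a transcript, of which none was matched, the 2 largest changes past the threshold and in the same direction on each array against its chip and clone for compounds with 3 or more arrays, the genes at rank 1 of the highest and lowest lists, and the 5 genes with the largest difference between the classes. The first Dd2 array of epoxomicin is alone in its chip and clone, has no such direction and was not counted there. Values in the paper's tables had been seen. Genes chosen later for their descriptions are named as such. Gene descriptions come from the paper's gene lists for 10 compounds. Because descriptions of the remaining genes were not used here, a planned test of the rank of each inhibitor for genes of its target pathway was not run. No array was left out of the fit over all arrays.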

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

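The tests on the spread of controls apart from the clones, on dealt arrays, on the other arrays of the same chip and clone, on clone labels and on repeats across batches were chosen after the result was seen. The class axis is the correlation across genes between the index of an array and the difference between the mean indices of Class II and Class I compounds, without the compound on that array.

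Vehicle controls, which the paper does not place in its classes, spread along the class axis nearly as widely as compounds. The SD was 0.456 over 11 control arrays, from -0.594 to 0.727, and 0.519 over 66 compound arrays, a ratio of 0.879. These SDs include the difference between the clones. With the mean of the same chip and clone as the reference, and without the 3 arrays that go against their clone label, the SD was 0.496 over 9 control arrays and 0.4699 over 65 compound arrays, a ratio of 1.06. On the chips that hold a single clone the SD was 0.403 over 4 control arrays and 0.404 over 20 compound arrays. The 65 compound arrays include the first Dd2 array of epoxomicin, which is alone in its chip and clone. It was divided by the mean of its whole chip instead, so its position still holds the difference between the clones. The 66 and the 65 arrays also count second hybridizations, which are near copies, as separate arrays. Several technical explanations of the 2 classes are argued against as the whole cause. With the mean of the same chip and clone as the reference the difference in correlation within and between classes kept 0.276, and after quantile normalization it kept 0.377. The 10 compounds of the first batch lie on chips of a single clone and keep their index under the first of these. The value of 0.276 therefore does not exclude the clones as the cause among the other 21 compounds. The classes did not differ in vehicle (Fisher's exact test, two-sided, p = 0.384) or in batch (exact test, p = 0.216), and the difference within the batches was 0.733, 0.239 and 0.804. What stays open is variation between arrays that no compound caused. The part of the ratio to a shared chip mean is also open, since the first dimension of at most 18.2% in sets with each gene exchanged on its own came with the correlation between genes removed. Whole arrays dealt at random within chip and clone gave a first dimension as large as the real one in 6.2% of sets, so that a large first dimension may arise from any grouping of these arrays. The difference between the paper's classes under this dealing was at most 0.273, but the classes were formed from the real grouping. An index from other arrays of the same chip and clone had r = 0.241 (permutation test, two-sided, p = 0.29) and rho = 0.238 (permutation test, two-sided, p = 0.297) with the compound's own position over 21 compounds, and r = 0.0885 without the 2 farthest, which leaves the part of chip and clone undecided. The first dimension also followed the spread of log2 intensity of the arrays relative to their chip, with r = -0.623 and rho = -0.727 (permutation test, two-sided, p = 1e-05 for both, the smallest that permutations can give, n = 31) and r = -0.642 without the 2 farthest. A response to the compounds remains a possible explanation and was not separated from this variation.

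In 15 of the 28 compounds with arrays in both clones, the Dd2 and HB3 arrays lay on opposite sides of the class axis, and this difference was not tested. For SJ194935 the Dd2 arrays lay at 0.623 and 0.569 and the HB3 arrays at -0.663 and -0.702, a difference of means of 1.278, also not tested, and the arrays of a clone were near copies of each other. On chips of both clones, 24 of 28 Dd2 arrays lay above 0 and 18 of 25 HB3 arrays below 0. A difference between the clones that stays in the index is therefore a candidate explanation of this pattern. With the mean of the same chip and clone the difference in correlation of the classes was 0.276, and 25 of 31 compounds were placed in their class. Compounds on chips of a single clone keep their index under that reference, and those on chips of both clones were not computed apart. How far the clones account for the classes there stays open.

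The first Dd2 array of the DMSO control had 20 transcripts without a value, far from the other 4 DMSO arrays, with a gap of 0.889 of the range. Of 15 groups tested in this way, chance singles out about 1 in 20. Artemisinin in Dd2 on the same chip also had 20. No biological explanation was tested.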

How the results depend on the processing

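The alternatives were set before the data were examined, apart from the 3 arrays that go against their clone label, quantile normalization together with the chip and clone mean, the second hybridizations in limma, and a single clone together with the chip and clone mean, which were chosen after seeing the data. For each value below that moved, the cause was not tested unless one is given.

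The difference in correlation within and between classes stayed above 0 under all alternatives run, from 0.244 to 0.462 apart from those that leave out a clone. Without Dd2 it was 0.372 and without HB3 it was 0.0274, with means between the classes of -0.00876 and 0.0944, against -0.205 with both clones. With the chip and clone mean as well, it was 0.292 with only HB3 and 0.0442 with only Dd2, with means between the classes of -0.156 and -0.0184. The number of compounds in the paper's classes lay between 25 and 30 otherwise, and was 27 of 30 without Dd2 and 18 of 29 without HB3, where it no longer passed (permutation test, one-sided, p = 0.241). The first dimension was 61.6% with controls left out of the chip mean, 62.6% with the chip and clone mean, which is the block by clone, 55.2% with the literal reading of the methods, 62.2% with all hybridizations, 74.8% without scaling and 57.9% with quantile normalization and the chip and clone mean. It was 60.2% without Dd2 and 54.9% without HB3.

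The triple of chloroquine, tafenoquine and E64 (exact tests, one-sided) no longer passed at 0.4931 with log2 ratios, 0.504 without the lowest 25% of genes by intensity, 0.465 with Spearman, 0.39 with the literal reading, 0.300 with all hybridizations, 0.487 with the first hybridization only, 0.482 without the 3 arrays, 0.238 with the clone as a block in the chip mean and 0.228 with that block after quantile normalization. It was 0.496 without Dd2 and 0.0631 without HB3, both short of the threshold. The value with the first hybridization only equals the main value because only other triples changed.

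The difference between same and different compounds across clones no longer passed at -0.0599 with controls left out, 0.0896 with the chip and clone mean as a block, -0.0671 with all hybridizations and 0.0919 with that block after quantile normalization, and 8 other alternatives passed. The highest 100 genes shared between clones stayed past the threshold under all 8 alternatives run. For the lowest 100 the side of the permuted mean was reversed with the chip and clone mean as a block, at -0.573, and with lists of 50, at -0.636.

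In limma the 1511 pairs became 2592 with clone as a block, 3566 with chip and clone combined as a block, 8543 with array weights and 802 without the second hybridizations, where fewer arrays entered. Without Dd2 there were 0, with 1 residual degree of freedom and 5711 pairs at an unadjusted p of 0.05, and without HB3 5696. The other 5 alternatives stayed within 1.5 times. With only the compound and its control in the fit, apicidin, chloroquine, rapamycin and SJ194935 had 0 genes each, and no value could be had for 5-FU and epoxomicin, with 0 residual degrees of freedom. The mean correlation under vehicle normalization lay between 0.186 and 0.286 under 3 alternatives, and was 0.325 without Dd2 and 0.124 without HB3.

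Of 109 values for 24 named pairs of a gene and a compound, 7 moved to the other side of 1. With all hybridizations these were MAL13_tRNA_Cys1:tRNA at 1.51, PF14_0366 at 0.943 and PF11_0117 at 0.988 under 5-FU and PF11_0517 at 1.03 under chloroquine. With controls left out PF10_0376 under 5-FU was at 0.995. Without Dd2 and without HB3 it was at 0.984 and 1.02, and PF14_0418 under tafenoquine at 0.83 and 2.36. The planned rank of target pathways was not run, since gene descriptions were held for part of the genes only. Single arrays per clone limit what can be told from any one index, and signal over background was not used here.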

Differences from the paper's values

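The paper states that all compounds fall into the same groups in the heat map and on the first dimension. Here SJ119930, a Class I compound in the paper, lay with Class II at 7.23, with a mean correlation of -0.394 with Class I compounds and 0.295 with Class II compounds, while 30 of 31 compounds lay with their class. SJ119930 has 1 array per clone, and because the paper's gene lists for it were not used here, its index was not set against the paper's. Of the alternatives set before the data were examined, leaving out the Dd2 arrays placed SJ119930 in Class I and moved epoxomicin, geldanamycin and proguanil instead.

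The paper places PPMP, olomucine, MMS, cerulenin, epoxomicin and z-Val-Asp in a single quadrant. Here they lay on one side of the first dimension, and 4 of them, but not epoxomicin and MMS, on one side of the second.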

Other observations

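The splits of arrays, the clone labels and the repeats across batches were tested after the result was seen.

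Of the arrays on chips with both clones, 3 had clone-specific genes at the level of the other clone. These were the SJ292024 array labelled HB3, at 0.80 on the log2 scale, the third water control labelled HB3, at 1.00, and the third water control labelled Dd2, at -3.04, against ranges of 0.47 to 1.35 for arrays labelled Dd2 and -3.47 to -2.46 for arrays labelled HB3. All 3 lay inside the range of the other clone and 0 lay between the ranges, which argues against a mixture of both clones and is consistent with a swapped or wrong sample label (3 of 3 arrays). Which arrays were exchanged, if any, is open.

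The later Dd2 arrays of 5-FU and chloroquine had rank correlations of 0.665 and 0.76 with the earlier ones. Over the 42 pairs of Dd2 arrays on the same chips the median was 0.744, from 0.641 to 0.861, but 6 pairs of arrays of the same control and clone across batches had 0.814 to 0.915, above both repeats. The other 4 such pairs hold a water control that goes against its clone label and are not used. These values leave open whether a difference between batches of hybridizations accounts for these repeats. The array on the later chip closest to the earlier one had 0.9331 for 5-FU and 0.9296 for chloroquine. Both exceed the highest pair of Dd2 arrays, so these closest arrays are labelled HB3. This speaks against a difference that acts alike on all arrays of the later chip, but it rests on the closest array only. A difference in the cultures was not tested.

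For compounds with 3 or more arrays, arrays of a compound and its control were regrouped in limma. For 5-FU, 1 of 56 splits gave as many genes as the real one, which is the real split itself and the smallest number that the design allows, so that chance regrouping is excluded for its 50 genes as fitted. The splits do not keep the chips, and 2 of the 3 chips that hold 5-FU hold no control array. The count was 11 without the 3 arrays that go against their clone label and 9 without the second hybridizations of other compounds. It was 2 with array weights and 254 with clone as a block. The regrouping was run on the main fit only. For chloroquine 4 of 84 splits gave as many as its 2 genes. The 2 largest of them, with 95 genes or more, put together the 2 water controls that go against their clone label, and without the 3 arrays chloroquine had 0 genes, so that chance is not taken as excluded. Its count was 17 with clone as a block, 28 with array weights and 61 with the controls of both vehicles as 1 group, 1 with chip and clone combined as a block and without the second hybridizations, 0 without the Dd2 arrays and with only the compound and its control in the fit, and 2 or 3 under the other alternatives. For epoxomicin 5 of 56 splits gave as many, so chance is not excluded. Of the other splits, those with 1590, 1286 and 790 genes hold both epoxomicin Dd2 arrays, which are near copies, and the one with 1073 leaves both among the controls, so that the regrouping does not separate chance from the difference of these 2 arrays from the rest. Without the second hybridizations of 5 compound and clone pairs, this one among them, the count was 0. Apicidin, rapamycin and SJ194935 had 0 genes, which all of the 56, 56 and 100 splits reach by construction, so that the regrouping tests nothing there. At an unadjusted p of 0.05 they had 34, 1280 and 3 genes. With array weights rapamycin had 1306 genes higher and 1134 lower, apicidin 4 and 1, and SJ194935 0 and 0.

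Of the 637 genes of epoxomicin, 313 moved the same way on the 2 arrays that share their chip with others of their clone. The largest changes among them were PF13_0304, with a log2 change of -1.88 (standard error 0.40, adjusted p = 0.00281, limma), and MAL7P1.161, with 1.82 (standard error 0.40, adjusted p = 0.00347, limma), whose descriptions are not held here. Their response indices were 0.149 and 3.11 in Dd2 and 1.24 and 1.08 in HB3, against the chip mean of both clones. Against the mean of its own clone on the chip, the HB3 array differed by only 0.0765 on the log2 scale for MAL7P1.161 and by less for PF13_0304, so these changes rest on the Dd2 arrays, which are near copies. Without the second hybridizations the log2 changes were -1.27 and 1.41 and no longer passed (adjusted p = 0.3 and 0.278, limma). MAL7P1.161 is among the lowest 25% of genes by intensity and was not tested with those genes left out. Both chloroquine genes were among those named, PFF0870w with a log2 change of -1.20 (standard error 0.24, adjusted p = 0.0401, limma) and PFF0820w with 0.79 (standard error 0.13, adjusted p = 0.00317, limma), and both no longer passed without the 3 arrays (adjusted p = 0.207 for both, limma) or without the Dd2 arrays (adjusted p = 1 for both, limma). PFF0870w also no longer passed with chip and clone combined as a block (adjusted p = 0.0652, limma) and without the second hybridizations (adjusted p = 0.12, limma).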
